# Maintenance of spatial gene expression by Polycomb-mediated repression after formation of a vertebrate body plan

**DOI:** 10.1242/dev.178590

**Published:** 2019-10-01

**Authors:** Julien Rougeot, Naomi D. Chrispijn, Marco Aben, Dei M. Elurbe, Karolina M. Andralojc, Patrick J. Murphy, Pascal W. T. C. Jansen, Michiel Vermeulen, Bradley R. Cairns, Leonie M. Kamminga

**Keywords:** Polycomb, Ezh2, Zebrafish, ChIP-seq, Transcriptomics, Proteomics

## Abstract

Polycomb group (PcG) proteins are transcriptional repressors that are important regulators of cell fate during embryonic development. Among them, Ezh2 is responsible for catalyzing the epigenetic repressive mark H3K27me3 and is essential for animal development. The ability of zebrafish embryos lacking both maternal and zygotic *ezh2* to form a normal body plan provides a unique model for comprehensively studying Ezh2 function during early development in vertebrates. By using a multi-omics approach, we found that Ezh2 is required for the deposition of H3K27me3 and is essential for proper recruitment of Polycomb group protein Rnf2. However, despite the complete absence of PcG-associated epigenetic mark and proteins, only minor changes in H3K4me3 deposition and gene and protein expression occur. These changes were mainly due to local dysregulation of transcription factors outside their normal expression boundaries. Altogether, our results in zebrafish show that Polycomb-mediated gene repression is important immediately after the body plan is formed to maintain spatially restricted expression profiles of transcription factors, and we highlight the differences that exist in the timing of PcG protein action between vertebrate species.

## Abstract (precis)

**Summary:** Our unique zebrafish model of a maternal and zygotic mutant for the Polycomb group gene *ezh2* reveals major conserved and divergent mechanisms in epigenetic gene repression during vertebrate development.

## INTRODUCTION

Development of multi-cellular organisms involves highly dynamic and controlled processes during which one single totipotent cell will multiply and differentiate into all the cells composing the adult individual. Specification of cell identity is controlled through the establishment of spatially and temporally restricted transcriptional profiles, which are subsequently maintained by epigenetic mechanisms (Brock and Fisher, 2005). Epigenetic maintenance of gene expression can act through modifications of the chromatin, the complex of DNA wrapped around an octamer of histones H2A, H2B, H3 and H4, and its associated proteins and non-coding RNAs, creating an epigenetic landscape, often referred to as the epigenome (Zhu and Li, 2016). These modifications can be propagated from mother to daughter cells and thereby maintain gene expression profiles by controlling the accessibility of the DNA to the transcriptional machinery (Li and Reinberg, 2011).

Polycomb Group (PcG) proteins are important regulators of the epigenome during development. First identified in *Drosophila melanogaster*, PcG proteins were found to maintain the pre-established pattern of Hox gene expression (Kennison, 1995). Subsequent studies showed that PcG proteins are important for proper patterning during early embryonic development, tissue-specific development and maintenance of the balance between pluripotency and differentiation of stem cells in multiple species (Schuettengruber et al., 2017). Two main PcG complexes have been described (Chittock et al., 2017). The Polycomb Repressive Complex 2 (PRC2) is composed of the core subunits: EZH1/2 (Enhancer of Zeste Homologue 1/2), SUZ12 (Suppressor of Zeste 12) and EED (Embryonic Ectoderm Development). EZH2 has a catalytically active SET domain that trimethylates lysine 27 of histone H3 (H3K27me3), an epigenetic mark associated with gene repression and found mainly at the transcriptional start sites of gene coding sequences (Mikkelsen et al., 2007). The catalytic subunits of PRC2 are mutually exclusive and EZH1 is postulated to complement the function of EZH2 in non-proliferative adult organs (Margueron et al., 2008; Shen et al., 2008). H3K27me3 can be recognized by the Polycomb Repressive Complex 1 (PRC1). A diversity of PRC1 compositions has been described and canonical PRC1 is composed of the core subunits RING1/RNF2 (Ring Finger Protein 2 a/b), PCGF1-6 (Polycomb Group RING fingers 1-6), PHC (Polyhomeotic) and CBX (Chromobox homolog) (Gao et al., 2012; Kloet et al., 2016). PRC1 catalyzes the ubiquitylation of lysine 119 of histone H2A (H2AK1119ub), and promotes chromatin compaction and subsequent gene repression. In contrast to this canonical view, recent studies suggest that PRC1 is also active in the absence of PRC2 (He et al., 2013; Loubiere et al., 2016; Tavares et al., 2012). Trithorax Group (TrxG) proteins antagonize PcG protein function through the deposition of a trimethyl group on lysine 4 of histone H3 (H3K4me3) on promoters and enhancers from virtually all transcribed genes (Klymenko and Müller, 2004; Santos-Rosa et al., 2002; Schmitges et al., 2011).

In mice, loss of PRC2 genes *Ezh2*, *Eed* or *Suz12* or of the PRC1 gene *Rnf2* leads to post-implantation embryonic lethality during early gastrulation (Faust et al., 1998; O'Carroll et al., 2001; Pasini et al., 2004; Voncken et al., 2003), making it difficult to study transcriptional regulation by PcG complexes during early development. Apart from the mouse model, very few studies have focused on characterization of PcG function during vertebrate development. Lately, the zebrafish embryo has emerged as a model of choice for studying developmental epigenetics in vertebrates (Chrispijn et al., 2019; Lindeman et al., 2011; Murphy et al., 2018; Potok et al., 2013; Vastenhouw et al., 2010). We and others previously used loss-of-function mutants to show that *ezh2* is essential for zebrafish development (Dupret et al., 2017; San et al., 2018, 2016; Zhong et al., 2018). More particularly, our unique vertebrate model of zebrafish embryos mutant for both maternal and zygotic *ezh2*, referred to as *MZezh2* mutant embryos, develop seemingly normally until 1 dpf, forming a proper body plan. These mutants ultimately die at 2 dpf, exhibiting a 100% penetrant pleiotropic phenotype associated with a loss of tissue maintenance (San et al., 2016). This makes zebrafish *MZezh2* mutant embryos a valued model for studying the function of Ezh2 during early development, from fertilization to tissue specification. Furthermore, these mutant embryos provide a unique example of a vertebrate system in which trimethylation of H3K27 has never occurred, unlike cell culture, conditional or zygotic mutant models.

We conducted a multi-omics approach in these *MZezh2* mutant embryos to study how PcG-mediated gene regulation controls axis formation and tissue specification. We focused our study on 24 h post fertilization (hpf) embryos, when the first phenotypes become visible, and the anterior-posterior patterning of the embryos is properly established. Our results show conservation of basic PcG recruitment and silencing mechanisms and reveal that PRC2 function is essential for proper Rnf2 recruitment. However, very surprisingly, the transcriptional and proteomic profile of *MZezh2* mutant embryos remains largely unchanged compared with wild-type embryos, despite the complete absence of Ezh2 protein and its associated epigenetic mark on the chromatin. The changes affect primarily a subset of PcG target genes. These genes are mainly transcription factors essential for developmental processes that present locally restricted aberrant gene expression. Our results show that zebrafish embryo development is initially independent of PcG repression until the stage of tissue maintenance and stress the differences that exist in the timing of PcG function requirement between vertebrate species.

## RESULTS

### The repressive epigenetic mark H3K27me3 is absent in *MZezh2* embryos

To study the function of Ezh2 during development, we used the *ezh2* nonsense mutant allele *ezh2 (hu5670)* containing a premature stop codon within the catalytic SET domain, resulting in the absence of Ezh2 protein (San et al., 2016). Total elimination of both maternal and zygotic contribution of Ezh2 protein and mRNA, by using the germ cell transplantation technique described previously (Ciruna et al., 2002; San et al., 2016), allowed us to study the function of Ezh2 during early development. As previously shown, *MZezh2* mutant embryos display normal body plan formation and a mild phenotype at 24 hpf. They die at 48 hpf, at which point pleiotropic phenotypes are observed, such as smaller eyes, smaller brain, blood coagulation and absence of pectoral fins (Fig. 1A). Western blot analysis at 3.3 hpf and 24 hpf confirmed the absence of both maternal and zygotic Ezh2 in these mutants, respectively (Fig. 1B; Fig. S1). In addition, our previous study also reported that H3K27me3 was not detectable in *MZezh2* mutants by immunofluorescence (San et al., 2016).

**Fig. 1.**
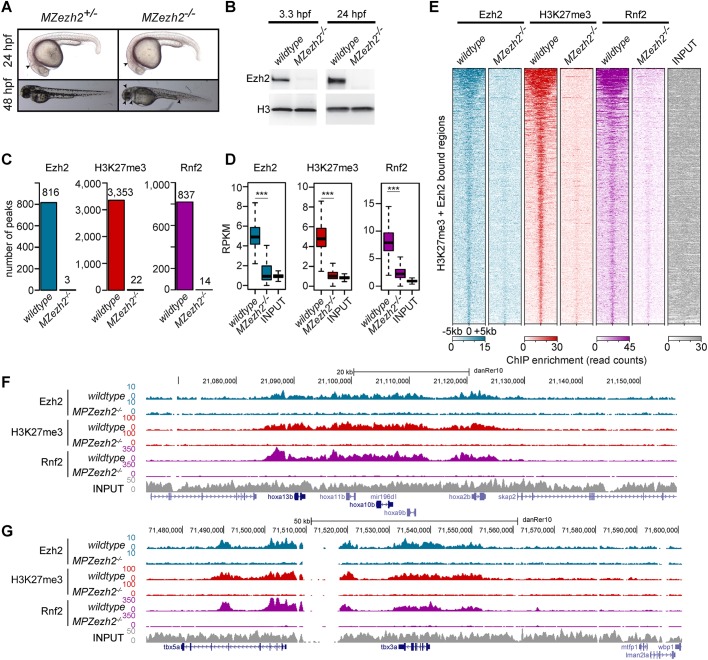
***MZezh2* mutant (*MZezh2^−/−^*) embryos lack Ezh2, H3K27me3 and Rnf2 binding to the chromatin.** (A) *MZezh2^+/−^* (developing as wild-type embryos) and *MZezh2^−/−^* embryos at 24 and 48 hpf. At 24 hpf, *MZezh2^−/−^* embryos lack a clear mid-hindbrain boundary compared with heterozygous embryos (arrowhead). At 48 hpf, *MZezh2^−/−^* embryos showed pleiotropic phenotypes compared with heterozygous embryos, such as small eyes, small brain, heart edema and blood accumulation in the blood island (arrowheads). (B) Western blot analysis of Ezh2 at 3.3 hpf and 24 hpf of wild-type and *MZezh2^−/−^* embryos. Histone H3 was used as a loading control. Results presented are representative of three biological replicates. (C) Number of peaks called after Ezh2, H3K27me3 and Rnf2 ChIP-seq of wild-type and *MZezh2^−/−^* embryos at 24 hpf. Each peak set was obtained by the intersection of two independent biological replicates. (D) Box plots of Ezh2, H3K27me3 and Rnf2 RPKM-normalized coverage after respective ChIP-seq in wild-type and in *MZezh2^−/−^* embryos at 24 hpf. The input control was obtained from wild-type embryos at 24 hpf. Coverages were calculated based on peaks detected in wild-type embryos. ***P<0.001 (*t*-test). The box represents the first quartile, median and third quartile. The whiskers below and above the box represent the minimum and maximum values. (E) Heatmaps for Ezh2, H3K27me3 and Rnf2 subsampled counts after ChIP-seq in 24 hpf wild-type and *MZezh2^−/−^* embryos. Heatmaps are ordered based on coverage intensity in Ezh2 and H3K23me3 ChIP-seq performed in wild types. Windows of 10 kb regions for all H3K27me3 or Ezh2 peaks in 24 hpf wild-type embryos are shown. The input track obtained from 24 hpf wild-type embryos was used as control and was not subsampled. (F,G) UCSC genome browser snapshot depicting the loss of Ezh2, H3K27me3 and Rnf2 after ChIP-seq in 24 hpf *MZezh2^−/−^* embryos compared with wild-type embryos for (F) the *hoxab* gene cluster and (G) the *tbx5a* gene. Colors represent ChIP-seq for different proteins: blue, Ezh2; red, H3K27me3; purple, Rnf2; gray, input control.

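Chromatin from wild-type and MZezh2 mutant embryos at 24 hpf was immunoprecipitated with antibodies against Ezh2 and against H3K27me3, in 2 replicates per antibody and genotype. The authors mapped the reads to the zebrafish assembly GRCz10, removed duplicate and multimapping reads, and called broad peaks with MACS2 in each replicate against input DNA from wild-type embryos. Their lists give the position, the fold enrichment over input and the -log10 q of every peak, per replicate. They hold no read counts, and the depth of the libraries was not analysed here. For Ezh2, 3940 and 2137 peaks were listed in the wild-type replicates and 21 and 699 in the mutant replicates. For H3K27me3, the lists held 6918 and 5283 peaks in wild-type embryos and 287 and 756 in mutants. The lowest -log10 q of the Ezh2 lists was 2.04 in mutant replicate 1 but 1.01 in mutant replicate 2, so these lists do not share a threshold. Following the paper's methods, peaks of a replicate less than 1 kb apart were merged, and peaks found in both replicates were taken by intersection with bedtools, with at least 1 bp in common. The paper also removed peaks called on the input alone, a step that was not repeated here.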

To further confirm the absence of Ezh2 in *MZezh2* mutants and its effect on H3K27me3 deposition, we performed ChIP-sequencing (ChIP-seq) for Ezh2 and H3K27me3 at 24 hpf in both wild-type and *MZezh2* mutant embryos. ChIP-seq analyses for Ezh2 and H3K27me3 revealed 816 and 3353 peaks, respectively, in wild-type embryos (Fig. 1C; Table S1). 

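In wild-type embryos, 1000 Ezh2 peaks and 3548 H3K27me3 peaks were found in both replicates. The number of Ezh2 peaks moved most when a replicate was left out, to 3570 peaks in replicate 1 and 1878 in replicate 2. The number of H3K27me3 peaks was 1849 when only peaks with a MACS2 score above the median of their list were used, 6266 in replicate 1 alone and 4619 in replicate 2 alone. Before the intersection, the median width of the Ezh2 peaks was 492.5 bp in replicate 1 and 300 bp in replicate 2, and that of the H3K27me3 peaks 807.5 and 671 bp. Ezh2 peaks covered 4849351 bp in replicate 1 and 1128953 bp in replicate 2, and H3K27me3 peaks 12331253 and 8584202 bp.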

Although the number of peaks differed between the two proteins, their binding profiles greatly overlapped (Fig. 1E). Quantification showed that 85% of Ezh2 peaks also contain H3K27me3 (Fig. S2A). 

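Of the Ezh2 peaks found in both wild-type replicates, 841 (84.1%) overlapped an H3K27me3 peak found in both replicates. When the peaks of one set were moved along their chromosomes by a random distance, 1.16% overlapped on average, and 59 peaks did at most in 1000 such shifts (two-sided permutation p = 0.001, the smallest that they can give). The share moved most when a replicate was left out, to 51.9% in replicate 1 and 59.8% in replicate 2. In the other direction, 528 of the H3K27me3 peaks (14.9%) overlapped an Ezh2 peak, against 0.293% under the shifts, so most H3K27me3 peaks had no Ezh2 peak.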

Known PcG target genes, such as the *hoxab* gene cluster, Tbx genes, *isl1* and *gsc* loci presented similar binding profiles for Ezh2 as for H3K27me3 (Fig. 1F,G; Fig. S2B), whereas the ubiquitously expressed genes *eif1ad* and *tbp* showed absence of both Ezh2 and H3K27me3 (Fig. S2B).

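The positions of the hoxab cluster, of tbx5a with tbx3a, and of gsc were read from the scale of Fig. 2E, on the chromosome with the most wild-type H3K27me3 at those positions. At the hoxab cluster on chromosome 16, H3K27me3 peaks covered 43066 bp in wild-type replicate 1 and 37352 bp in replicate 2, and Ezh2 peaks 29168 and 2687 bp. The H3K27me3 peaks found in both replicates there ran from 21085037 to 21113271 and from 21115442 to 21125460. At tbx5a and tbx3a on chromosome 5, H3K27me3 peaks covered 54048 and 45836 bp and Ezh2 peaks 31827 and 12404 bp. At gsc on chromosome 17, H3K27me3 peaks covered 18978 and 17548 bp and Ezh2 peaks 9359 and 4681 bp. The chromosome with the next most H3K27me3 at these positions had 3960 bp for the hoxab window, 2748 bp for the gsc window and 0 bp for the tbx5a window. The peaks at isl1, eif1ad and tbp were not analysed here.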

In *MZezh2* mutant embryos, the binding of Ezh2 and H3K27me3, as detected by ChIP-seq, was virtually absent, with three and 22 peaks detected for Ezh2 and H3K27me3, respectively (Fig. 1C). 

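In MZezh2 mutant embryos, 10 Ezh2 peaks and 218 H3K27me3 peaks were found in both replicates, with peaks called on the input alone still included. These numbers moved most when a replicate was left out, to 630 Ezh2 peaks and 637 H3K27me3 peaks in replicate 2. Ezh2 peaks of the mutants covered 4924 and 338581 bp in replicates 1 and 2, and H3K27me3 peaks 184800 and 538344 bp.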

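The H3K27me3 peaks found in both mutant replicates were compared with the other lists from 24 hpf embryos, among them ChIP-seq of the PRC1 subunit Rnf2. Of these mutant peaks, 135 (61.9%) lay on an H3K27me3 peak found in both wild-type replicates. A wild-type Ezh2 or Rnf2 peak was present at 123 of them (56.4%), against 611 of the 3417 wild-type H3K27me3 peaks without a mutant peak (17.9%; Fisher's exact test, two-sided p = 2.44e-34). At the same time, 195 (89.4%) overlapped a peak listed with the Ezh2 or the Rnf2 antibody in at least 1 mutant replicate, against 3.04% under 1000 random shifts. With only the Ezh2 and Rnf2 peaks found in both mutant replicates, the overlap was 10.6%, against 0.879% under the shifts. The mutant peaks were clustered, with 157 of them in 25 groups of at least 3 peaks less than 100 kb apart, so they are not independent observations. Of the Ezh2 peaks found in both mutant replicates, 8 lay on such an H3K27me3 peak and 9 on a wild-type Ezh2 peak. Repeats and gene positions were not analysed here.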

Manual inspection of these remaining peaks revealed that they are present in gene deserts and low complexity regions, and are most probably artefacts (Fig. S2B). Ezh2 and H3K27me3 coverage was reduced to background levels in *MZezh2* mutants compared with wild type (Fig. 1D). 

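At the positions of the hoxab cluster, of tbx5a with tbx3a, and of gsc, both mutant replicates had 0 Ezh2 peaks and 0 H3K27me3 peaks. The wild-type replicates had 3 and 6 Ezh2 peaks at the hoxab cluster, 6 and 14 at tbx5a and tbx3a, and 4 and 1 at gsc. The H3K27me3 peaks numbered 2 and 3, 13 and 11, and 4 and 7 at these positions. Signal that did not reach the threshold of MACS2 would not be seen in these lists.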

Finally, the *hoxab* gene cluster, *tbx3a*, *tbx5a*, *gsc* and *isl1* loci, targeted by PcG repression in wild types, also showed a complete absence of Ezh2 and H3K27me3 binding in *MZezh2* mutants (Fig. 1F,G; Fig. S2B).

In order to verify that the absence of detection of Ezh2 and H3K27me3 in *MZezh2* mutant samples was not due to an inefficient ChIP-seq or a normalization artifact specific to mutant samples, the second ChIP-seq replicates for both Ezh2 and H3K27me3 were conducted with spike-in chromatin control. After normalization using the immunoprecipitated spike-in chromatin, the decreases in Ezh2 and H3K27me3 coverage in mutants compared to wild types appear even more pronounced than without spike-in normalization, both at the genome-wide level (Fig. S3A,B) as well as on target genes (Fig. S3C).

Altogether, these results demonstrate that in *MZezh2* mutants Ezh2 and H3K27me3 are absent from the chromatin.

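With a -log10 q of at least 2 required in every Ezh2 list, a threshold chosen after the lists were examined, 385 Ezh2 peaks were found in both wild-type replicates and 9 in both mutant replicates, a ratio of 42.8. The mutant count is limited by replicate 1, whose list held 21 peaks. Replicate 2 alone, without this threshold, had 1878 merged Ezh2 peaks in wild-type embryos and 630 in mutants. The coverage relative to the spike-in chromatin was not analysed here. From the loss of peaks and of coverage, at target loci and after normalization to spike-in chromatin, the paper concludes that Ezh2 and H3K27me3 are absent from the chromatin of MZezh2 mutants.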

### Loss of PRC2-mediated repression results in impaired PRC1 recruitment during early development

It is postulated that PRC1 is recruited to chromatin by PRC2-deposited H3K27me3 but can also have a function independent of PRC2 (He et al., 2013; Loubiere et al., 2016; Tavares et al., 2012). As both Ezh2 and H3K27me3 are absent from *MZezh2* mutant embryos, we investigated whether PRC1 is still recruited to chromatin in these mutants. In zebrafish, Rnf2 is the only catalytic subunit of PRC1 (Le Faou et al., 2011). 

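Chromatin of 24 hpf embryos was precipitated with an antibody against Rnf2 in 2 replicates per genotype, and peaks were called with MACS2 and combined as for Ezh2. The wild-type replicates were unequal, with 19509 peaks listed in replicate 1 and 991 in replicate 2. The mutant lists held 656 and 348 peaks. In wild-type embryos, the median width was 294 bp in replicate 1 and 1307 bp in replicate 2, and the lists began at a -log10 q of 2.02 and 2.06, above the 1.01 to 1.02 of 3 of the 4 Ezh2 lists. In both replicates, 865 peaks were found. This number moved most without replicate 2, to 18419 peaks, and was 909 without replicate 1. Of the peaks found in both replicates, 709 (82.0%) overlapped a wild-type Ezh2 or H3K27me3 peak, against 1.49% on average and 49 peaks at most in 1000 random shifts (two-sided permutation p = 0.001, the smallest that they can give). Among the peaks of replicate 1, with the other marks also taken from replicate 1, this share was 18.8%.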

ChIP-seq for Rnf2 in wild-type embryos at 24 hpf reveals 837 peaks (Fig. 1C; Table S1) that are present in Ezh2- and H3K27me3-positive regions (Fig. 1E). We found that 70% of the Ezh2 peaks were also positive for Rnf2 in wild-type embryos (Fig. S2A).

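Of the Ezh2 peaks found in both wild-type replicates, 608 (60.8%) overlapped an Rnf2 peak found in both. Random shifts gave 0.366% on average and 38 peaks at most (1000 shifts, two-sided permutation p = 0.001, the smallest that they can give). The share moved most when a replicate was left out, to 69.9% in replicate 1 and 33.4% in replicate 2.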

In *MZezh2* mutant embryos, only 14 binding sites could be detected for Rnf2 (Fig. 1C) and Rnf2 average binding (measured in RPKM) was reduced to background level, as observed for Ezh2 and H3K27me3 binding (Fig. 1D). This loss of Rnf2 was observed at both gene clusters such as *hoxab* (Fig. 1F) and individual transcription factors such as *tbx3a*, *tbx5a*, *isl1* and *gsc* (Fig. 1G; Fig. S2B). 

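In MZezh2 mutants, 93 Rnf2 peaks were found in both replicates, with peaks called on the input alone still included. This number moved most without replicate 2, to 602 peaks. The mutant lists covered 339143 and 138371 bp, against 12381399 and 2812291 bp in the wild-type replicates. Coverage in RPKM was not analysed here.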

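At the hoxab cluster, Rnf2 peaks covered 39342 and 26225 bp in the wild-type replicates, and at gsc 12279 and 9550 bp, while the mutant replicates had 0 Rnf2 peaks at these loci. At tbx5a and tbx3a, wild-type Rnf2 peaks covered 43078 and 31637 bp. The mutant replicates had 2 and 3 short Rnf2 peaks there, covering 556 and 902 bp. At 2 positions they were found in both mutant replicates, from 71505048 to 71505197 and from 71539799 to 71539912, both inside wild-type Rnf2 peaks. The first of these positions also overlapped an H3K4me3 peak that the mutant replicates shared at tbx5a. From the loss of Rnf2 binding in the mutants, the paper proposes that only the canonical pathway, in which PRC2 recruits PRC1, is active at this stage.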

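Of the Rnf2 peaks found in both mutant replicates, 34 overlapped a peak listed with the Ezh2 or the H3K27me3 antibody in a mutant replicate. Of the 59 others, 37 lay on a wild-type Rnf2 peak and 21 (35.6%) on a wild-type Ezh2 or H3K27me3 peak, against 0.698% of the 59 on average and 4 peaks at most in 1000 random shifts. The median width of these 21 was 274 bp, against 2258 bp for the wild-type Rnf2 peaks on Ezh2 or H3K27me3. Repeat sequences and gene positions were not analysed here.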

Similar to Ezh2 and H3K27me3, Rnf2-remaining peaks in *MZezh2* mutant embryos were detected in intergenic regions with repeat sequences; these are most probably also artefacts (Fig. S2B). Furthermore, H2AK119ub was barely detectable in core histone extracts from *MZezh2* mutant embryos (Figs S2C and S4), suggesting an impaired functional recruitment of canonical PRC1 to the chromatin in the absence of Ezh2.

### Loss of H3K27me3 in *MZezh2* mutant embryos induces gene-specific gain of H3K4me3

As PcG and TrxG complexes are known to have an antagonistic effect on gene expression (Piunti and Shilatifard, 2016), we investigated whether the loss of H3K27me3 in *MZezh2* mutant embryos changed the deposition of H3K4me3, a mark associated with gene activation.

To achieve this, we performed ChIP-seq for H3K4me3 in triplicates in both wild-type and *MZezh2* mutant embryos at 24 hpf. 

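For H3K4me3, peaks were listed for 3 replicates per genotype at 24 hpf, called with MACS2 against the same input. The lists held 14667, 12939 and 11487 peaks in wild-type embryos and 15968, 13996 and 10642 in mutants. Their median widths were 722, 654 and 650 bp in wild-type embryos and 825, 731 and 611 bp in mutants. The range over the mutant replicates therefore included every wild-type value. Peaks less than 1 kb apart were merged and then had to be found in all 3 replicates of a genotype. Read coverage, which DiffBind needs, was not analysed here. In its place, a peak was taken as specific to a genotype where it was found in all 3 of its replicates and in no replicate of the other genotype.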

We observed a similar distribution of H3K4me3 peaks, with 10,556 peaks detected in wild-type embryos and 10,096 in *MZezh2* mutants (Fig. 2A; Table S1). 

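H3K4me3 peaks were found at 10650 positions in all 3 wild-type replicates and at 10188 in all 3 mutant replicates. The numbers moved most when only peaks with a MACS2 score above the median of their list were used, to 4777 and 4825 peaks. With 1 replicate left out of both genotypes, they were 10736 to 12117 in wild-type embryos and 10253 to 13499 in mutants.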

The majority of the 9550 peaks were shared between wild-type and *MZezh2* mutant embryos (Fig. 2A), suggesting little to no differences in H3K4me3 deposition in absence of Ezh2.

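Intersection of both genotypes gave 9620 shared intervals. They held 9609 of the wild-type H3K4me3 peaks (90.2%) and 9608 of the mutant peaks (94.3%). Of the peaks found in all 3 replicates of a genotype, 1041 wild-type peaks and 580 mutant peaks had no counterpart in all 3 replicates of the other.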

**Fig. 2.**
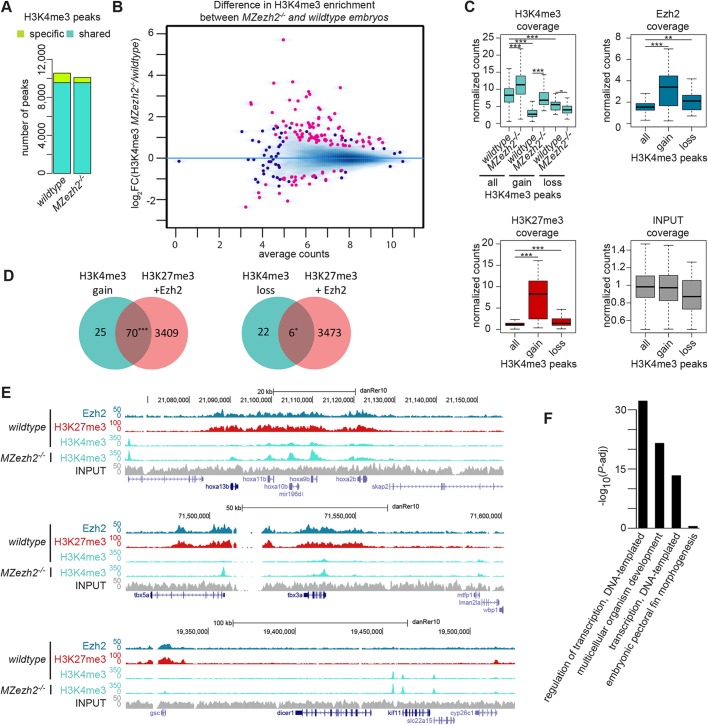
***MZezh2* mutant (*MZezh2^−/−^*) embryos show an increase in H3K4me3 preferentially on H3K27me3 targets.** (A) Number of peaks called after H3K4me3 ChIP-seq in wild-type and *MZezh2* mutant (*MZezh2^−/−^*) embryos at 24 hpf. Turquoise and green represent peaks shared by the two conditions and peaks specific for one condition, respectively. Each peak set was obtained by the intersection of three independent biological replicates. (B) MA plot showing the fold change (log_2_-transformed) in H3K4me3 peak coverages in 24 hpf *MZezh2^−/−^* and wild-type embryos as a function of the normalized average count between the two conditions (log_10_-transformed) as calculated using DiffBind on the union of H3K4me3 peaks detected in both wild-type and *MZezh2* mutant conditions. Red, log_2_FC≥1 or ≤−1 and *P-adj*<0.05; blue, *P-adj*≥0.05. When dot concentration is too high, dots are replaced by density for better visualization. (C) Box plots of subsampled counts after ChIP-seq for H3K4me3 in wild-type and *MZezh2^−/−^* embryos and for Ezh2 and H3K27me3 in wild-type embryos at 24 hpf. Box plots display union of all H3K4me3 peaks detected in *MZezh2^−/−^* or wild-type embryos (all) and H3K4me3 peaks enriched (gain) or decreased (loss) in *MZezh2^−/−^* embryos compared with wild type as detected by DiffBind. Coverages are average of normalized counts between the triplicates for H3K4me3 and duplicates for Ezh2 and H3K27me3. The input track obtained from 24 hpf wild-type embryos was used as a control. ***P<0.001, **P<0.01 (one-way ANOVA with post-hoc tests). The box represents the first quartile, median and third quartile. The whiskers below and above the box represent the minimum and maximum values. (D) Venn diagrams presenting the overlap between peaks with increased or decreased H3K4me3 levels (gain or loss), as detected by DiffBind with the presence of Ezh2 or H3K27me3 peaks within a ±1 kb window. ***P<0.001, *P<0.05 (χ^2^ test). (E) UCSC browser snapshots of three genomic loci in wild-type and *MZezh2^−/−^* embryos at 24 hpf. In C and E, blue, red, turquoise and gray represent ChIP-seq for Ezh2, H3K27me3, H3K4me3 and input control, respectively. (F) Gene ontology analysis of the closest genes restricted to two regions 2 kb upstream or downstream from H3K4me3 peaks enriched in *MZezh2^−/−^*.

We next assessed the differences in H3K4me3 peak intensity upon loss of Ezh2 by performing differential binding analysis using DiffBind. We identified 95 peaks with an enriched H3K4me3 deposition and 28 peaks with a decreased H3K4me3 intensity in *MZezh2* mutant compared with wild type (Fig. 2B). Analysis of H3K4me3 coverage confirmed the increase of H3K4me3 binding of the sites detected by DiffBind, whereas the decrease in H3K4me3 binding appeared less pronounced (Fig. 2C, upper left panel). Comparisons with Ezh2 and H3K27me3 ChIP-seq showed a clear enrichment in Ezh2 and H3K27me3 binding on the peaks enriched in H3K4me3 in *MZezh2* mutants (Fig. 2C, upper right and lower left panels). The majority of the peaks enriched for H3K4me3 are PcG targets, with 74% (70 out of 95) targeted by Ezh2 or H3K27me3, which is more than expected by chance (*P*-*adj*<0.001). 

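Of the H3K4me3 peaks found in all 3 mutant replicates, 50 were in no wild-type replicate. A wild-type Ezh2 or H3K27me3 peak lay within 1 kb of 34 of them (68.0%, Wilson 95% confidence interval 54.2 to 79.2%), against 504 of the intervals shared by both genotypes (5.24%; Fisher's exact test, two-sided p = 1.72e-31). The interval covers counting error only, and neighbouring peaks are not independent. Specific and shared peaks were not matched for strength. The share moved most among peaks with a MACS2 score above the median of their list. There, 8 of 36 mutant-specific peaks (22.2%) lay that near, against 0.841% of the shared intervals (Fisher's exact test, two-sided p = 1.58e-09). With 1 replicate left out, the share was 33.0 to 51.6%, against 6.08 to 14.1% of the shared intervals. From the overlap of the enriched peaks with Ezh2 or H3K27me3, the paper concludes that targets of PcG repression are more susceptible to an altered H3K4me3 profile when Ezh2 is lost.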

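Of the H3K4me3 peaks found in all 3 wild-type replicates, 11 were in no mutant replicate. A wild-type Ezh2 or H3K27me3 peak lay within 1 kb of 7 of these 11 (63.6%, Wilson 95% confidence interval 35.4 to 84.8%; Fisher's exact test against the shared intervals, two-sided p = 3.11e-07). Among peaks with a MACS2 score above the median of their list, 0 of 13 did (Fisher's exact test, two-sided p = 1). The Polycomb peaks were limited in the same way there, and 0.841% of the shared intervals lay that near. On leaving out a replicate, the share ranged from 32.9 to 67.2%, against 6.08 to 14.1% of the shared intervals. In the main setting, peaks specific to either genotype thus lay near Polycomb peaks more often than shared intervals did. That comparison alone therefore does not tell a gain of H3K4me3 from a loss. The shares of the mutant-specific and wild-type-specific peaks were not compared by a test.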

Peaks with decreased H3K4me3 deposition show little enrichment in PcG targets (0.01≤*P*-*adj*<0.05, Fig. 2D) and coverage (Fig. 2C). This result shows that the targets of PcG repression in wild type are more susceptible to presenting an altered H3K4me3 profile upon loss of Ezh2/H3K27me3.

We then searched for the closest genes from the regions with increased H3K4me3 peak coverage detected by DiffBind and identified 118 genes. For example, the transcription factors *hoxa13b*, *tbx5a* and *gsc* showed enrichment for H3K4me3 close to their promoter (Fig. 2E). 

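At gsc, an H3K4me3 peak was listed in all 3 mutant replicates and in no wild-type replicate. The mutant peaks were 1063, 433 and 414 bp wide, with a fold enrichment of 5.71, 4.06 and 3.52, and had the interval from 19325219 to 19325583 in common. This interval lay inside the wild-type Ezh2 peak from 19323546 to 19328226. At tbx5a, the 3 mutant replicates shared a peak from 71504044 to 71505158 with a fold enrichment of 10.7, 8.26 and 5.21, where only wild-type replicate 1 had a peak, 155 bp wide with a fold enrichment of 3.12. At the hoxab cluster, which holds hoxa13b, H3K4me3 peaks covered 18843, 13901 and 9551 bp in the mutants and 13826, 7091 and 10749 bp in wild-type embryos, so the totals overlapped. Within the cluster, an H3K4me3 peak from 21090152 to 21090754 was listed in all 3 mutant replicates and in no wild-type replicate, inside the wild-type H3K27me3 peak from 21085037 to 21113271. The highest fold enrichment in the cluster was 8.21, 7.18 and 4.56 in the mutants and 4.36, 4.65 and 4.16 in wild-type embryos.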

Gene ontology analysis revealed that these genes were mainly involved in transcriptional regulation and organismal development (Fig. 2F). Among these 118 identified genes, 51 encode for transcription factors, including members of the Hox, Tbx, Sox and Pax gene families, and known targets of PcG complexes. These results show that, at the whole-embryo level, loss of PcG repression has an overall limited effect on the H3K4me3 active epigenetic mark at 24 hpf, and that the genes presenting an increase in H3K4me3 deposition are mainly transcription factors directly targeted by PcG repression.

### Epigenetic changes in *MZezh2* mutant embryos have minor effects on the transcriptome and proteome

The *MZezh2* mutant embryos completely lack the H3K27me3 repressive mark and show a subtle yet selective increased deposition of H3K4me3 activating mark on genes coding for transcription factors. Therefore, we investigated the effect of loss of Ezh2 on the transcriptome and proteome of wild-type and *MZezh2* mutant embryos at 24 hpf.

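RNA of whole embryos at 24 hpf was sequenced from 6 wild-type and 7 MZezh2 mutant replicates. The authors mapped the reads to GRCz10 with STAR, which counted the uniquely mapped reads on each gene; the files hold these counts without normalization for 32266 genes. Counts on genes ranged from 6304827 to 23394029 per wild-type library and from 2736282 to 19407103 per mutant library. After genes with few counts were removed with filterByExpr, 18806 genes were tested with edgeR's quasi-likelihood test, with TMM normalization and Benjamini-Hochberg adjustment. As in the paper, a gene counts as upregulated or downregulated where its adjusted p is below 0.05 and its log2 fold change is at least 1 in size. The first principal component, with 46.1% of the variance, placed replicates 1 to 3 of both genotypes at -56.4 to -29.1, mutant replicate 4 at -0.165 and the others at 38.6 to 51.0. Replicates 1 and 2 were treated as a batch of their own in alternative fits, as were the later libraries with more than 5% of their counts on the antisense strand.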

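At 24 hpf, 42 genes were upregulated and 19 downregulated in the mutants. Every mutant library was above every wild-type library for 39 of the upregulated genes, and below for 13 of the downregulated genes. Of all 18806 tested genes, 149 were separated in this way in either direction, where chance gives 0.117%. The upregulated genes had a median log2 fold change of 1.60, with a range from 1.00 to 6.44. As a fold, the number of downregulated genes moved most when the libraries of all time points were fitted together, to 2 genes, and that of upregulated genes was 17 in this fit. With the batch as a covariate, 112 genes were upregulated, among them the 42 above, and 62 were downregulated. Fits within a batch gave 21 upregulated and 9 downregulated genes in replicates 1 and 2, and 75 and 53 in the batch with few antisense counts. The downregulated genes numbered 10 without wild-type replicate 5, 11 without mutant replicate 1, and 12 without mutant replicate 4 or 6. Among the genes labelled in Fig. 3A, bmi1a was at 190.4 ± 20.7 CPM in mutants against 54.5 ± 8.07 CPM in wild-type embryos (mean ± SD, TMM-scaled; log2 fold change 1.81, SE 0.13, adjusted p = 1.16e-05), higher in 7 of 7 mutants than in any wild-type library; it lies near ezh2 in the gene order. The level of cbx8a was 35.2 ± 6.74 CPM in mutants against 12.3 ± 2.99 CPM in wild-type embryos (log2 fold change 1.52, SE 0.18, adjusted p = 0.000529), higher in 7 of 7 mutants. The largest log2 fold change of a gene below all wild-type libraries in 7 of 7 mutants was that of trh, at 0.257 ± 0.221 CPM in mutants against 3.07 ± 0.942 CPM in wild-type embryos (log2 fold change -3.42, SE 0.40, adjusted p = 0.000506). Globin genes beside hbaa1 rose most, and hbaa1 was at 13.6 ± 6.52 CPM in mutants against 0.172 ± 0.134 CPM in wild-type embryos (log2 fold change 6.25, SE 0.55, adjusted p = 4.37e-05), higher in 7 of 7 mutants, while 0 of 8 embryonic globin genes were upregulated.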

Transcriptome analysis by RNA-seq in the two conditions revealed only 60 genes significantly upregulated (log_2_FC≥1 and *P-adj*<0.05) and 28 genes downregulated (log_2_FC≤−1 and *P-adj*<0.05) in *MZezh2* mutant compared with wild-type embryos (Fig. 3A; Table S1). We also performed a proteome analysis on whole-embryo extracts in both *MZezh2* mutant and wild-type conditions. This analysis identified 111 upregulated (log_2_FC≥1.5 and *P-adj*<0.05) and 110 downregulated (log_2_FC≤−1.5 and *P-adj*<0.05) proteins in *MZezh2* mutants compared with wild-type controls (Fig. 3B; Table S1).

**Fig. 3.**
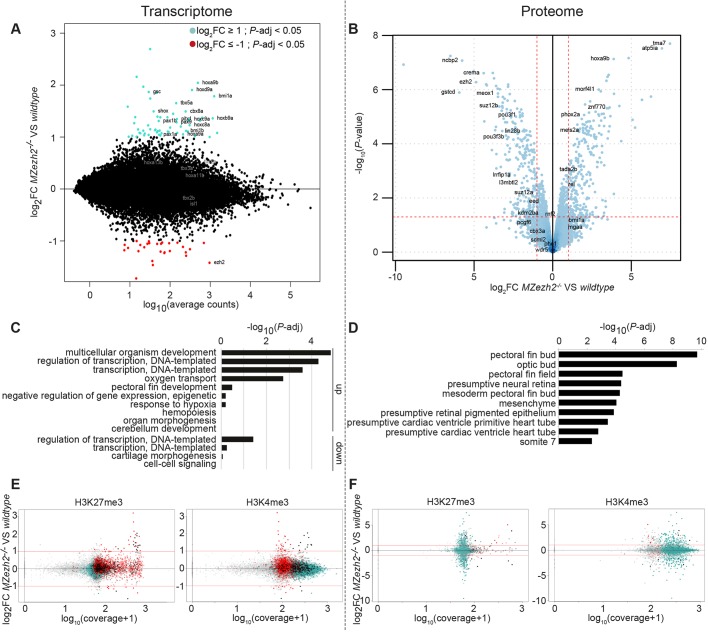
**Loss of maternal zygotic *ezh2* results in overexpression of specific developmental genes.** (A) MA plot showing the fold change (log_2_-transformed) between gene expression in 24 hpf *MZezh2* mutant (*MZezh2^−/−^*) and wild-type embryos as a function of the normalized average count between the two conditions (log_10_-transformed), as calculated with DEseq2. Log_2_FC≥1 and *P-adj*<0.05, turquoise; log_2_FC≤−1 and *P-adj*<0.05, red. For wild-type and *MZezh2^−/−^* embryos, six and seven biological replicates were used, respectively. (B) Volcano plot showing the *P*-value (-log_10_-transformed) as a function of the fold-change (log_2_-transformed) between protein expression level in *MZezh2^−/−^* compared with wild-type embryos at 24 hpf. Data were obtained from biological triplicates for each condition. (C) Gene ontology of biological processes associated with genes upregulated (up) or downregulated (down) in *MZezh2^−/−^* embryos compared with wild-type embryos at 24 hpf. (D) Analysis of anatomical terms associated with proteins upregulated and downregulated in *MZezh2^−/−^* embryos compared with wild-type embryos at 24 hpf. (E,F) Dot plots showing the fold change (log_2_-transformed) between gene expression in 24 hpf *MZezh2^−/−^* and wild-type embryos detected by RNA-seq (E) or proteome analysis (F) as a function of the H3K27me3 (left panel) or H3K4me3 (right panel) coverage [log_10_(coverage+1) transformed]. Red, turquoise, black and gray dots represent genes associated with MACS2-detected peaks for H3K27me3, H3K4me3, both marks or none, respectively.

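The Hox genes, a family that the paper names, were tested together at 24 hpf. Of 47 Hox genes, 7 were upregulated (14.9%), against 0.187% of the other genes tested (Fisher's exact test, two-sided p = 9.64e-12). The number ranged from 5 Hox genes with DESeq2 with shrunken fold changes to 9 with scaling by total counts. The log2 fold change was positive for 44 of 47 Hox genes with TMM and for 43 with RLE, with a median of 0.43. By the adjusted p alone, 11 Hox genes changed, and 24 did when the adjustment covered only the list, which was chosen from the paper's own account of these samples. The level of hoxd9a was 55.0 ± 10.2 CPM in mutants against 14.3 ± 3.70 CPM in wild-type embryos (log2 fold change 1.94, SE 0.19, adjusted p = 0.000140), and that of hoxc8a 44.3 ± 8.76 CPM in mutants against 17.1 ± 4.01 CPM in wild-type embryos (log2 fold change 1.37, SE 0.17, adjusted p = 0.000973), both higher in 7 of 7 mutants than in any wild-type library. With a smaller change, hoxc6a was at 36.6 ± 3.74 CPM in mutants against 18.6 ± 1.41 CPM in wild-type embryos (log2 fold change 0.97, SE 0.11, adjusted p = 0.000377) and hoxb8a at 94.5 ± 13.4 CPM in mutants against 52.0 ± 9.37 CPM in wild-type embryos (log2 fold change 0.86, SE 0.14, adjusted p = 0.0100), again higher in 7 of 7 mutants.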

GO analysis showed that the dysregulated genes in the transcriptomic data are associated with control of organism development and regulation of transcription (Fig. 3C). The proteins dysregulated in the proteome analysis revealed anatomy terms associated with organs that present clear phenotypes or are absent in the *MZezh2* mutant embryos, such as optic bud, heart tube and fins (Fig. 3D). Therefore, it seems like the proteomic analysis reflects the observed phenotypes caused by the disturbed gene expression detected by the transcriptome analysis.

When comparing our RNA-seq results with our ChIP-seq data, we found that upregulated genes are preferentially associated with H3K27me3 (Fig. 3E, left panel), Ezh2 and Rnf2 (Fig. S5A,B) target genes. Quantification showed that 60% (36 out of 60) of the upregulated genes are targets of H3K27me3, which is more than expected by chance (*P*-*adj*<0.001) (Fig. S5C). Interestingly, genes with the higher overexpression are among genes with the higher H3K27me3 coverage (Fig. 3E, left panel). In contrast, upregulated genes show no association with H3K4me3 in wild-type conditions, except for genes decorated by both H3K27me3 and H3K4me3 (Fig. 3E, right panel), but are associated with gain of H3K4me3 in *MZezh2* mutant condition (Fig. S5C). The downregulated genes also show significant association with H3K27me3, but did not show any correlation with gain or loss of H3K4me3 deposition (Fig. 3E; Fig. S5C). This could be explained, for example, by a secondary effect, such as overexpression of a repressor of these genes, or because H3K27me3 could be targeting these genes only in a subset of cells. We cannot distinguish between these potential causes, as experiments were carried out on whole embryos. In contrast, the proteomics data did not present any correlation with either the ChIP-seq or the RNA-seq results (Fig. 3F; Fig. S5D). It appears that proteomic analyses could not detect proteins encoded by H3K27me3 target genes, as demonstrated by the general low H3K27me3 coverage and absence of H3K27me3 targets among the proteins detected by the experiment (Fig. 3F).

Finally, proteome data indicate that, in addition to Ezh2, Suz12b is downregulated in *MZezh2* mutant embryos, whereas other PRC2 core subunits were either not detected or not significantly downregulated (Fig. 3B; Fig. S6). Subunits of the canonical PRC1 complex were mostly not detected or not significantly overexpressed (Fig. S6).

### Ezh2 controls maternal mRNA load in embryos

It is surprising that only a small number of genes are dysregulated upon loss of Ezh2 at the whole-embryo level. One could argue that gene expression levels are more dramatically changed when looking at specific cell populations. 

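To learn what the RNA-seq at 24 hpf could detect, a log2 change of 2 was given to genes in simulated counts. These had the depth of the libraries and the trend of spread with abundance, without batches or a spread of each gene's own. Of 193 changed genes tested, 191 (99.0%) were called, with 8 false calls. The planted change exceeded the median of 1.60 of the upregulated genes, so smaller changes were not covered. In the real data, the batch as a covariate raised the calls from 42 upregulated and 19 downregulated genes to 112 and 62. The simulated share may therefore overstate what was detected. From the small number of dysregulated genes, the paper proposes that expression may be changed more in specific cell populations than the whole embryo shows.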

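RNA was sequenced from 5 wild-type and 6 mutant replicates at 0 hpf and from 5 wild-type and 7 mutant replicates at 3.3 hpf, and counted and tested as at 24 hpf. Counts on genes ranged from 5410065 to 24041447 per library at 0 hpf and from 8126614 to 23479855 at 3.3 hpf. At 0 hpf 16489 genes and at 3.3 hpf 16897 genes passed the filter. The first principal component separated replicates 1 and 2 from the later ones at 0 hpf (37.0% of the variance) and at 3.3 hpf (36.4%). Scaling by total counts in place of TMM moved the median log2 fold change of all genes at 3.3 hpf by 0.11.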

We therefore explored gene dysregulation at 0 hpf, before zygotic genome activation, and at 3.3 hpf, when the zygotic genome is activated and cell identity is more homogeneous than at 24 hpf.

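At 3.3 hpf, 994 genes were upregulated and 30 downregulated in the mutants, so 97.1% of the changed genes rose. All mutant libraries were above all wild-type libraries for 772 of the upregulated genes; of all 16897 tested genes, 969 were separated in either direction, where chance gives 0.253%. The median log2 fold change of the upregulated genes was 2.72, and the same with genes that had no wild-type count set to their lower bound. Most of these genes were scarce in wild-type embryos, with 545 below 1 CPM and a median of 0.812 CPM, against 6.59 CPM in mutants. As a fold, the number of upregulated genes moved most when only replicates 1 and 2 were compared, to 162, where 12 genes were downregulated. With DESeq2, the tool of the paper, 1868 genes were upregulated and 82 downregulated. With the batch as a covariate, 1216 genes were upregulated, 953 of them among the 994. Without mutant replicate 4 there were 17 downregulated genes, and 53 without mutant replicate 1. The largest log2 fold change with all 7 mutants above the wild-type libraries was that of si:dkeyp-11e3.1, at 9.22 ± 2.46 CPM in mutants against 0.0197 ± 0.0269 CPM in wild-type embryos (log2 fold change 7.96, SE 0.53, adjusted p = 4.08e-06). No wild-type library had a count for ghrhrb, which was at least 41.9-fold higher in the mutants, nor for popdc3, at least 31.2-fold higher. In the other direction, zgc:113691 was at 4.15 ± 1.59 CPM in mutants against 23.7 ± 12.0 CPM in wild-type embryos (log2 fold change -2.51, SE 0.35, adjusted p = 0.000716), lower in 7 of 7 mutants than in any wild-type library.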

We found 1859 upregulated genes and 69 downregulated genes in *MZezh2* mutant embryos when compared with wild-type controls at 3.3 hpf (Fig. S7A). This distribution of dysregulated genes was similar to the results obtained in one-cell stage embryos, when only maternal mRNAs are present, with 1936 genes upregulated and 78 genes downregulated in *MZezh2* mutant embryos compared with wild-type controls (Fig. S7B).

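At 0 hpf, 999 genes were upregulated and 28 downregulated, with 97.3% of the changes upwards. The mutant libraries were all above the wild-type libraries for 808 of the upregulated genes, and 1179 of all 16489 tested genes were separated in either direction, where chance gives 0.433%. The median log2 fold change of the upregulated genes was 2.79, and the same with genes without wild-type counts at their lower bound. Below 1 CPM in wild-type embryos were 547 of these genes. The number of downregulated genes moved most when only replicates 1 and 2 of each genotype were compared, to 299, beside 1558 upregulated genes. DESeq2 gave 2023 upregulated and 69 downregulated genes, and edgeR with the batch as a covariate 1264 upregulated genes, 977 of them among the 999. Without wild-type replicate 2 there were 13 downregulated genes, 15 without wild-type replicate 1, and 16 without mutant replicate 3 or 4. No count was found in any wild-type library for galr1b, at least 40.6-fold higher in the mutants, or tmem151a, at least 34.3-fold higher. The level of zgc:113691 at 0 hpf was 3.26 ± 1.98 CPM in mutants against 33.2 ± 15.2 CPM in wild-type embryos (log2 fold change -3.33, SE 0.46, adjusted p = 0.00113), lower in 6 of 6 mutants than in any wild-type library.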

Comparisons between time points show that genes overexpressed in *MZezh2* mutants at 0 and 3.3 hpf greatly overlap, whereas genes overexpressed at 24 hpf are more different (Fig. S7C). However, important transcription factors, such as *gsc*, various Hox genes and *tbx5a*, are dysregulated both at 24 hpf and 0 or 3.3 hpf. 

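Of 16146 genes tested at both early time points, 967 were upregulated at 0 hpf and 923 at 3.3 hpf, and 715 at both, where 55.3 would be shared by chance (Fisher's exact test, one-sided p = 4.22e-820). This number moved most with DESeq2, to 1383. Of the 42 genes upregulated at 24 hpf, 23 were tested at 0 hpf and 23 at 3.3 hpf. At 0 hpf, 8 of the 23 (34.8%) were upregulated too, against 1.38 by chance (Fisher's exact test, one-sided p = 3.57e-05). At 3.3 hpf, 8 of the 23 (34.8%) were, against 1.34 by chance (Fisher's exact test, one-sided p = 2.85e-05). The change of the genotype effect between 3.3 and 24 hpf was also tested, as an interaction term in edgeR's quasi-likelihood fit. It differed for 1437 of 21212 genes at a Benjamini-Hochberg adjusted p below 0.05. The signed log2 fold change was lower at 24 hpf for 1357 of them, among them genes that fell at 24 hpf, such as trh. Across the 15160 genes tested at both times, the log2 fold changes had a Pearson correlation of 0.218; genes are not independent replicates. Of the genes upregulated at 3.3 hpf and also tested at 24 hpf, 567 of 882 had a positive log2 fold change at 24 hpf, with a median of 0.09.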

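At 3.3 hpf, tbx5a was at 19.1 ± 5.04 CPM in mutants against 0.352 ± 0.342 CPM in wild-type embryos (log2 fold change 5.80, SE 0.56, adjusted p = 6.63e-05), higher in 7 of 7 mutants than in any wild-type library. At 0 hpf, it was at 19.6 ± 5.10 CPM in mutants against 1.00 ± 1.37 CPM in wild-type embryos (log2 fold change 4.27, SE 0.83, adjusted p = 0.00769), higher in 6 of 6. The level of gsc at 3.3 hpf was 13.7 ± 2.57 CPM in mutants against 12.1 ± 12.6 CPM in wild-type embryos (log2 fold change 0.18, SE 0.47, adjusted p = 0.894), above every wild-type library in 0 of 7 mutants. With 1 library left out, this change ranged from -0.04, without wild-type replicate 2, to 1.04. At 0 hpf, gsc was at 14.7 ± 5.53 CPM in mutants against 4.38 ± 2.90 CPM in wild-type embryos (log2 fold change 1.74, SE 0.48, adjusted p = 0.0463), higher in 5 of 6 mutants, but it lost its call without any 1 of wild-type replicates 1 to 4 or mutant replicates 1, 2, 4, 5 and 6, at log2 fold changes from 1.52 to 1.81. The level of hoxa9b at 3.3 hpf was 1.55 ± 1.05 CPM in mutants against 0.0287 ± 0.0420 CPM in wild-type embryos (log2 fold change 5.32, SE 1.06, adjusted p = 0.00675), higher in 6 of 7 mutants; it was not tested at 0 hpf. Other genes of these families at 3.3 hpf were tbx3a, at 4.57 ± 2.93 CPM in mutants against 0.237 ± 0.233 CPM in wild-type embryos (log2 fold change 4.16, SE 0.81, adjusted p = 0.00578), and hoxa11b, at 1.34 ± 0.738 CPM in mutants against 0.111 ± 0.108 CPM in wild-type embryos (log2 fold change 3.34, SE 0.77, adjusted p = 0.0168), higher in 7 and 6 of 7 mutants. Of the Hox genes tested, 11 of 21 were upregulated at 3.3 hpf (Fisher's exact test, two-sided p = 5.65e-09; 15 by the adjusted p over the list alone) and 3 of 22 at 0 hpf (two-sided p = 0.145; 4 over the list alone).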

GO analysis on genes overexpressed upon loss of Ezh2 at 0 and 3.3 hpf identified specific terms clearly associated with late developmental processes and organogenesis but not with pre-gastrulation events. For example, axon guidance, neural crest cell development and cardiac muscle cell differentiation were among the top terms identified (Fig. S7D). These observations suggest that Ezh2 is important for controlling the load of maternal mRNAs and only later during development to maintain zygotic gene expression.

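Of the 967 genes upregulated at 0 hpf that were also tested at 3.3 hpf, 958 had a positive log2 fold change at 3.3 hpf, where their median was 2.43, after 2.75 at 0 hpf. From the overlap of the early genes and the late developmental terms among them, the paper proposes that Ezh2 controls the load of maternal mRNAs and maintains zygotic expression only later.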

### Loss of *ezh2* results in expression of Hox genes outside their normal expression domains

We next carried out a spatial expression analysis on selected target genes to distinguish between the possibilities that absence of PcG-mediated repression leads to global but moderate gene dysregulation or to more severe gene dysregulation limited to specific cell types or tissues. We focused on embryos of 24 hpf, when mutants show the first phenotypes without lethality or apoptosis (San et al., 2016).

To start with, we concentrated on expression of different genes from the Hox gene family. These genes are known targets of Polycomb-mediated repression (Mallo and Alonso, 2013). Every Hox gene has an expression pattern that is restricted along the anterior-posterior axis (Prince et al., 1998). To obtain spatially resolved data along the anterior-posterior axis, we performed RT-qPCR on the anterior half and the posterior half of 24 hpf wild-type and *MZezh2* mutant embryos. We then compared the normalized relative expression levels between the different halves of the *MZezh2* mutant and wild-type embryos. The tested Hox genes were selected based on their domain of expression along the anterior-posterior axis (Fig. 4A-D). The *hoxa9a* gene is expressed mostly in the posterior half of the embryo in wild-type embryos. In *MZezh2* mutant embryos, *hoxa9a* expression increased only in the anterior part, to reach expression levels similar to the wild-type posterior expression (Fig. 4A). No significant differences were detected in the level of expression when comparing the posterior compartment of *MZezh2* mutant and wild-type embryos (Fig. 4A). Similar results were obtained for *hoxa9b*, where overexpression was detected in the anterior compartment of *MZezh2* mutant embryos compared with the anterior compartment of wild-type embryos (Fig. 4B). The *hoxa11b* and *hoxa13b* genes showed higher expression in the posterior half of the wild-type embryos compared with the anterior half (Fig. 4C,D). In the *MZezh2* mutant embryos, both Hox genes were upregulated in the anterior half of the *MZezh2* mutant embryos compared with wild types but their expression level remained lower than in the posterior half of the wild-type embryos (Fig. 4C,D).

**Fig. 4.**
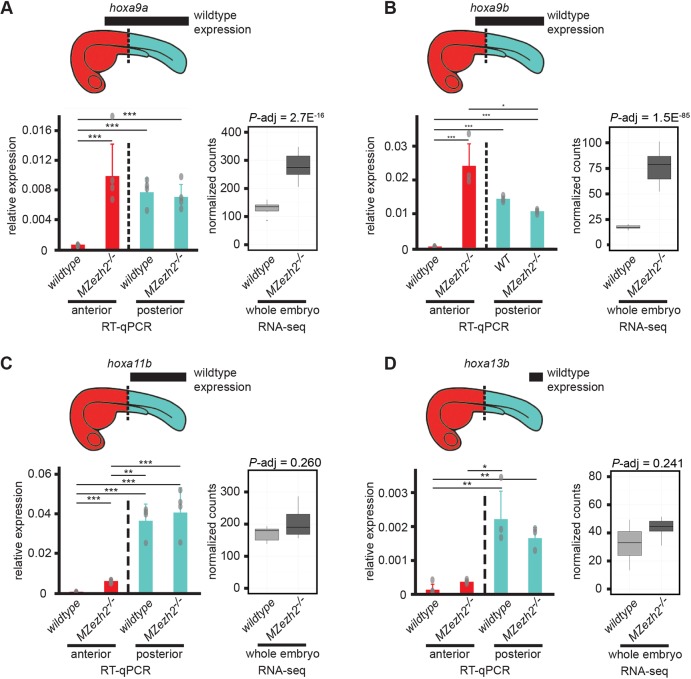
**Loss of maternal and zygotic *ezh2* results in ectopic expression of Hox genes.** (A-D) Expression analysis of (A) *hoxa9a*, (B) *hoxa9b*, (C) *hoxa11b* and (D) *hoxa13b* at 24 hpf. Bar plots on the left side of each panel represent relative expression of indicated Hox genes in the anterior half (red) and posterior half (turquoise) of wild-type and *MZezh2* mutant (*MZezh2^−/−^*) embryos. Boxplots represent normalized counts from RNA-seq experiments in *MZezh2^−/−^* and wild-type whole embryo lysates at 24 hpf. Above is a schematic representation of 1 dpf embryos. Black boxes represent the expression domains of the Hox genes in wild-type embryos based on published data (Thisse, 2004). Dashed lines represent the demarcation between anterior (red) and posterior (turquoise) parts of the embryo used for RT-qPCR analysis. Each experiment was performed at least in triplicate for 20 pooled anterior or posterior larval halves. For RT-qPCR, relative expression was calculated based on expression of the housekeeping gene *actb1*. Data are mean±s.e.m. and overlaid dot plots represent individual RT-qPCR samples. Relative expression was compared between anterior or posterior parts in *MZezh2^−/−^* and wild-type embryos (one-way ANOVA with post-hoc tests, ***P<0.001, **P<0.01, *P<0.05). For RNA-seq, adjusted *P*-values were extracted from differential expression analysis with DEseq2. The box represents the first quartile, median and third quartile. The whiskers below and above the box represent the minimum and maximum values.

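In the whole embryos at 24 hpf, hoxa9a was at 28.1 ± 5.33 CPM in mutants against 13.1 ± 2.51 CPM in wild-type embryos (log2 fold change 1.11, SE 0.17, adjusted p = 0.00493), higher in 7 of 7 mutants than in any wild-type library. For hoxa9b, the level was 78.0 ± 18.8 CPM in mutants against 18.2 ± 1.92 CPM in wild-type embryos (log2 fold change 2.10, SE 0.17, adjusted p = 1.84e-05), higher in 7 of 7 mutants than in any wild-type library. The change was smaller for hoxa11b, at 21.3 ± 4.77 CPM in mutants against 17.8 ± 2.29 CPM in wild-type embryos (log2 fold change 0.26, SE 0.16, adjusted p = 0.843), higher in 3 of 7 mutants than in any wild-type library, and for hoxa13b, at 5.15 ± 0.390 CPM in mutants against 3.66 ± 1.43 CPM in wild-type embryos (log2 fold change 0.48, SE 0.23, adjusted p = 0.714), higher in 1 of 7 mutants than in any wild-type library. Neither hoxa11b nor hoxa13b passed the adjusted p of 0.05, and their fold changes were not compared with those of the hoxa9 genes by a test. In the fit over all time points neither hoxa9a (log2 fold change 1.11) nor hoxa9b (2.11) was called, and within replicates 1 and 2 hoxa9a was not (1.31). With DESeq2 with shrunken fold changes, hoxa9a stood at 0.96, just below the limit of 1.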

Our results are in agreement with previously published data where *hoxa9b*, *hoxd9a*, *hoxc8a* and *hoxc6a* were shown to be ectopically expressed anteriorly in *MZezh2* mutant embryos (San et al., 2016). These comparative analyses of anterior and posterior parts of the embryo suggest that, upon loss of Ezh2, Hox genes show ectopic anterior expression while keeping wild-type expression levels within their normal expression domains.

### Different transcription factors show various profiles of dysregulation in the absence of Ezh2

To further pursue our investigation on the changes in gene expression patterns in absence of Ezh2, we performed *in situ* hybridization on members from the Tbx gene family of transcription factors. The *tbx2a*, *tbx2b*, *tbx3a* and *tbx5a* genes have partially overlapping expression patterns in wild-type embryos, but also display gene specific expression domains (Fig. 5A). At 24 hpf, these Tbx gene family members are expressed in the dorsal region of the retina, in the heart and the pectoral fins (Ribeiro et al., 2007; Tamura et al., 1999). In addition, *tbx2a*, *tbx2b* and *tbx3a* are expressed in the otic vesicle. The genes *tbx2b* and *tbx3a* are expressed in different ganglions and neurons in anterior and posterior regions of wild-type embryos (Ribeiro et al., 2007). Finally, expression of *tbx2b* can also be detected in part of pharyngeal arches 3-7 and the distal region of the pronephros, and *tbx3a* expression can be detected in the branchial arches (Thisse, 2004). This spatial prevalence of Tbx gene expression in the anterior half of the embryo was also detected by RT-qPCR at 24 hpf, where *tbx2a*, *tbx2b* and *tbx5a* expression was significantly higher in the anterior than in the posterior part of wild-type embryos (Fig. 5B).

**Fig. 5.**
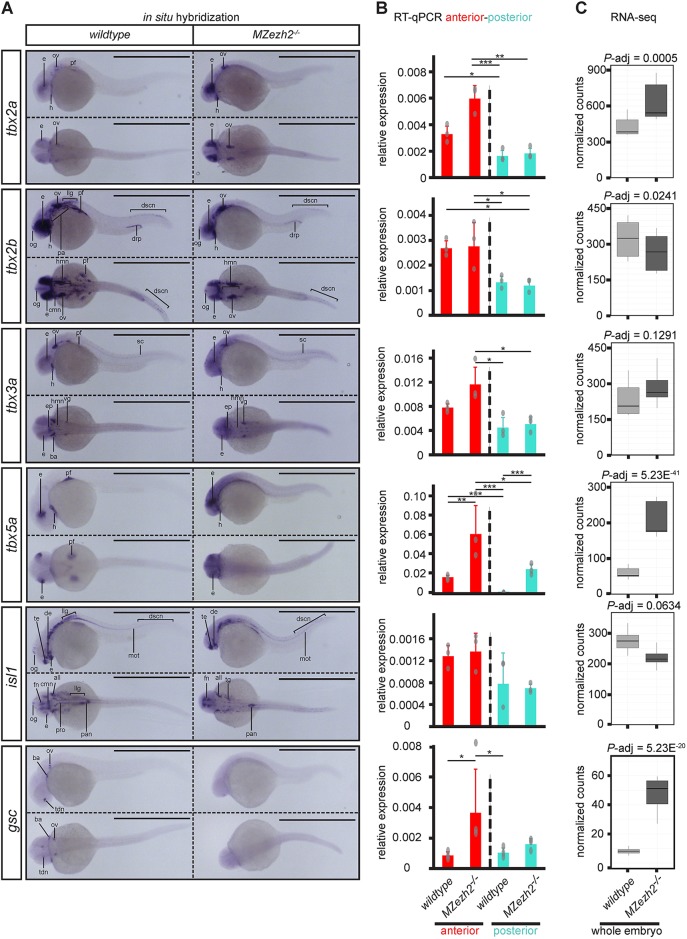
**Transcription factor expression is spatially dysregulated in *MZezh2* mutant (*MZezh2^−/−^*) embryos.** (A-C) Spatial expression analysis by (A) *in situ* hybridization, (B) RT-qPCR on anterior half and posterior half, and (C) RNA-seq results of transcription factors *tbx2a*, *tbx2b*, *tbx3a*, *tbx5a*, *isl1* and *gsc* in 24 hpf embryos. Scale bars: 1 mm. Experiments were performed in biological duplicates of a least 15 pooled embryos for *in situ* hybridization and in triplicates or quadruplicates of 20 pooled larval halves for RT-qPCR. Relative expression was calculated based on expression of the housekeeping gene *actb1*. Data are mean±s.e.m. in B with dots representing individual RT-qPCR samples. Relative expression was compared between anterior (red) or posterior (turquoise) parts in *MZezh2^−/−^* and wild-type embryos (one-way ANOVA with post-hoc tests, ***P<0.001, **P<0.01, *P<0.05). (C) Box plots represent normalized counts from RNA-seq experiments in whole *MZezh2^−/−^* and wild type after differential expression analysis with DEseq2. all, anterior lateral lane ganglion; ba, branchial arch; cmn, cranial motor neurons; de, diencephalon; drp, distal region of the pronephros; dscn, dorsal spinal cord neurons; e, eye; ep, epiphysis; fn, forebrain nuclei; h, heart; hmn, hindbrain motor neurons; llg, lateral lane ganglion; mot, primary motor neurons; og, olfactory ganglion; ov, otic vesicle; pa, pharyngeal arches; pan, pancreas; pf, pectoral fin; pro, pronephros; sc, spinal cord; tdn, telencephalon and diencephalon nuclei; te, telencephalon; vg, ventral ganglion. The box represents the first quartile, median and third quartile. The whiskers below and above the box represent the minimum and maximum values.

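Among the Tbx genes, tbx5a was at 21.8 ± 5.21 CPM in mutants against 6.29 ± 1.66 CPM in wild-type embryos (log2 fold change 1.78, SE 0.20, adjusted p = 0.000384), higher in 7 of 7 mutants than in any wild-type library. The level of tbx2a was 41.4 ± 11.2 CPM in mutants against 27.4 ± 6.59 CPM in wild-type embryos (log2 fold change 0.59, SE 0.20, adjusted p = 0.381), higher in 3 of 7 mutants, and that of tbx3a 29.1 ± 7.32 CPM in mutants against 24.0 ± 8.07 CPM in wild-type embryos (log2 fold change 0.28, SE 0.22, adjusted p = 0.954), higher in 1 of 7. The changes of tbx2a and tbx3a did not pass the adjusted p of 0.05.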

*In situ* hybridization for these Tbx genes on *MZezh2* mutant embryos at 24 hpf suggests ectopic expression of these transcription factors around their normal expression pattern in the eye, the otic vesicle and the heart, except for *tbx2b* (Fig. 5A). This scattering in gene expression was reflected in a trend towards a higher expression in the anterior half of *MZezh2* mutant embryos, as detected by RT-qPCR, in which *tbx2a* and *tbx5a* expression showed significant upregulation upon the loss of Ezh2 (Fig. 5B). In addition, *in situ* hybridization for *tbx5a*, and to a lesser extent *tbx3a*, showed ubiquitous expression throughout the entire body of *MZezh2* mutants that was not visible in wild types (Fig. 5A). RT-qPCR results confirmed increased expression of *tbx5a* in both the anterior and posterior half of the *MZezh2* mutant embryos (Fig. 5B).

Besides the observed ectopic expression, all tested Tbx genes showed absence of expression in specific structures upon Ezh2 loss. For example, in *MZezh2* mutant embryos, there are no fin buds formed (San et al., 2016), and there is no expression of all four Tbx genes in the region where the fin buds would normally be present (Fig. 5A). In *MZezh2* mutant embryos, the gene *tbx2b* showed no expression in the pharyngeal arches 3-7 and the lateral line ganglions, and *tbx3a* was not observed in the branchial arches (Fig. 5A). This absence of expression was not detected by RT-qPCR (Fig. 5B) but a trend towards downregulation for *tbx2b* was observed in RNA-seq results on whole *MZezh2* mutant embryo lysates (Fig. 5C).

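The level of tbx2b was 27.8 ± 8.89 CPM in mutants against 33.0 ± 9.05 CPM in wild-type embryos (log2 fold change -0.25, SE 0.23, adjusted p = 0.978), lower in 3 of 7 mutants than in any wild-type library. The change did not pass the adjusted p of 0.05, and with 1 library left out the log2 fold change ranged from -0.34 to -0.15.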

In addition, we tested transcription factors from other gene families that are targeted by H3K27me3 in wild-type embryos. The transcription factor *isl1*, which is expressed in all primary neurons (Dyer et al., 2014), showed a similar absence of expression in the fin bud and the cranial motor neurons in the midbrain (trigeminal, facial and vagal motor neurons), as observed for *tbx2a*. Its expression was also absent in the ventral region of the eye, the facial ganglia and in the pronephros from *MZezh2* mutant embryos, where it is normally expressed in wild-type embryos (Heisenberg et al., 1999; Zhang et al., 2017) (Fig. 5A). This loss of expression in *MZezh2* mutant embryos was not detected by RT-qPCR but a clear tendency towards downregulation was detected by RNA-seq (Fig. 5B,C). 

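The level of isl1 was 22.3 ± 3.47 CPM in mutants against 27.9 ± 4.00 CPM in wild-type embryos (log2 fold change -0.32, SE 0.13, adjusted p = 0.609), lower in 5 of 7 mutants than in any wild-type library. It did not pass the adjusted p of 0.05, and the log2 fold change ranged from -0.39 to -0.25 with 1 library left out.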

Even more surprising was the expression pattern of *gsc* in the *MZezh2* mutant embryos. Wild-type embryos show highly specific *gsc* expression in the telencephalon and diencephalon nuclei, the branchial arches and the otic vesicle (Thisse, 2004). This expression was lost in *MZezh2* mutant embryos and instead diffuse expression was observed (Fig. 5A). This observation was confirmed by RT-qPCR and RNA-seq, where upregulation of *gsc* was clearly detected in *MZezh2* mutant embryos (Fig. 5B,C).

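The level of gsc at 24 hpf was 4.79 ± 1.39 CPM in mutants against 0.844 ± 0.207 CPM in wild-type embryos (log2 fold change 2.51, SE 0.26, adjusted p = 0.000227), higher in 7 of 7 mutants than in any wild-type library. With 1 library left out, the log2 fold change ranged from 2.41 to 2.60.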

Taken together, these spatial expression analyses show that the tested transcription factors are expressed outside their normal wild-type expression boundaries in *MZezh2* mutant embryos at 24 hpf. Furthermore, expression of a subset of these genes is lost in specific tissues in the *MZezh2* mutant embryos.

## DISCUSSION

Here, we showed for the first time the genome-wide binding patterns of Ezh2 and Rnf2, the catalytic subunits of PRC2 and PRC1, respectively, in 24 hpf zebrafish embryos. The overall overlap between the binding patterns of Ezh2, Rnf2 and the PcG-related epigenetic mark H3K27me3 suggests that the PcG-mediated gene repression mechanisms (Chittock et al., 2017) are evolutionary conserved in zebrafish development. The complete loss of H3K27me3 in *MZezh2* mutant embryos reveals that Ezh2 is the only methyltransferase involved in trimethylation of H3K27 during early zebrafish development. This result was expected, as Ezh1, the only other H3K27me3 methyltransferase, was shown by a number of studies not to be maternally loaded or expressed in the zebrafish embryo until at least after 1 dpf (Chrispijn et al., 2018; San et al., 2016; Sun et al., 2008; White et al., 2017). In addition, proteomic results showed decreased protein expression of most PRC2 subunits. This could indicate a destabilization of PRC2 in the absence of the catalytic subunit in *MZezh2* mutant embryos. We could therefore confirm that zebrafish embryos can form a normal body plan in the absence of PRC2-mediated gene repression.

The loss of Rnf2 binding in the *MZezh2* mutants suggests that only the canonical pathway, in which PRC2 is required for PRC1 recruitment, is active during this stage of development. This absence of PRC1 recruitment to the chromatin is not caused by an absence of the complex in the *MZezh2* mutants, as most of the PRC1 subunits were detectable and not dysregulated, as shown by proteomic analysis. This is in contrast with studies in cultured mouse embryonic stem cells, where non-canonical PRC1 complexes were shown to be recruited to developmental regulated genes independently of PRC2 (He et al., 2013; Tavares et al., 2012). This difference could be explained by the complete absence of H3K27me3 from fertilization onwards in *MZezh2* mutant embryos; other studies used conditional knockdown. Therefore, our model potentially suggests that the PRC2-independent recruitment of PRC1 during early development can occur if PRC1 recruitment is first primed by a PRC2-dependent mechanism happening earlier during development.

As repressive and activating marks are known to antagonize each other (Schmitges et al., 2011), one could expect an increase in the H3K4me3 level deposited by TrxG proteins in absence of H3K27me3 associated with an increase in gene activation. However, the effects on H3K4me3 deposition, gene expression and protein expression are limited in *MZezh2* mutant embryos at 24 hpf. This observation is in agreement with the near-complete absence of phenotype at this developmental time point. Thus, it appears that transcriptional regulation during zebrafish development is largely PRC2 independent until later stages of development, when maintenance of cellular identity is required. Ezh2, and hence the PRC2 complex, could therefore be responsible for this maintenance, which seems crucial for development and growth. Yet these defects were not associated with apoptosis (San et al., 2016). These results were unexpected, as PRC2 is described to be essential during mammalian development already during gastrulation (Faust et al., 1998; O'Carroll et al., 2001; Pasini et al., 2004). It implies that even if PcG-mediated repression mechanisms are conserved, the developmental stages at which these mechanisms are required differ between species. The external development of the zebrafish and its rapid early development could possibly explain this difference in phenotype.

We also hypothesized that gene dysregulation in the absence of Ezh2 is intense but limited to a subset of cells. To examine this, we performed transcriptome analyses during maternally controlled development (0 hpf) and after zygotic gene activation (3.3 hpf), time points at which the embryo contains one cell or a more homogenous population of cells. First, these transcriptome analyses revealed that Ezh2 is important for controlling the maternal mRNA load transmitted to the embryos. Indeed, in our germ cell transplantation model, the parental females possess mostly wild-type somatic cells but a zygotic *ezh2* (*Zezh2*) mutant germ line. Thus, oogenesis occurs in absence of Ezh2 and leads to the production of oocytes with a modified maternal mRNA load, as reflected by the 0 hpf mutant transcriptome. GO analysis showed that the dysregulated genes belong to developmental pathways normally activated later during development, at the time of organogenesis. It is therefore surprising that the eggs containing a modified maternal mRNA load can mature properly and that the zygote can develop normally until long after the maternally controlled stage of development is over. We hypothesize that these ectopically expressed mRNAs are never translated or that other genes belonging to the same pathways are not expressed, preventing early activation of these late developmental processes.

Second, the comparison of the transcriptome analysis performed at 0 hpf with 3.3 hpf shows that mainly maternal mRNAs are dysregulated. This observation suggests that PRC2-dependent gene repression is not limited to a subset of cells during early development but is rather not required or required only to a very limited extent until 24 hpf.

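The difference between the genotype effects at 0 and 3.3 hpf was tested as an interaction term in edgeR's quasi-likelihood fit. Of 18071 genes, 0 passed a Benjamini-Hochberg adjusted p of 0.05, and 191 had an unadjusted p below 0.05. That is fewer than this limit gives by chance where no gene differs, so the test was conservative here. The count of 0 is therefore no evidence that the effects were equal. With the batch as a covariate, 0 genes passed as well. On simulated counts without batches and with a log2 difference of 2 at some genes, the test found 43.9% of them, so smaller differences are missed. Across 16146 genes, the log2 fold changes at the early times had a Pearson correlation of 0.898 and a Spearman correlation of 0.772; genes are not independent replicates. From the similar changes before and after genome activation, the paper concludes that mainly maternal mRNAs are dysregulated.

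**Figure D1:**
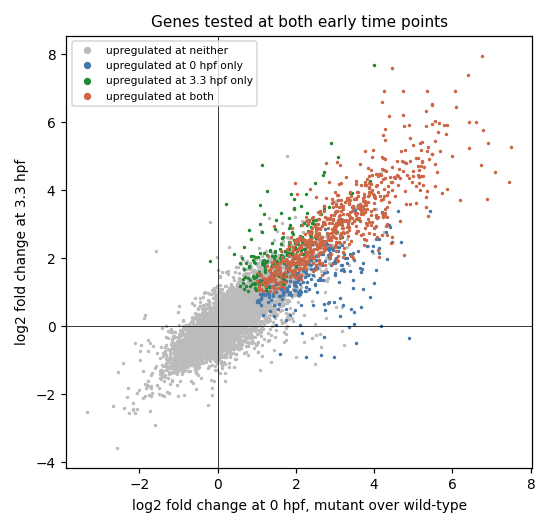
Log2 fold change between mutant and wild-type embryos at 0 hpf on the horizontal and at 3.3 hpf on the vertical axis. Each point is a gene tested at both times, coloured by the times at which it was upregulated. Most genes upregulated at 0 hpf lie above 0 at 3.3 hpf.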

Although limited, genes that show a gain in H3K4me3 deposition or in expression upon loss of *ezh2* at 24 hpf are mainly transcription factors targeted by H3K27me3 in wild-type embryos. That only a minor fraction of all H3K27me3 target genes gained expression (36 out of 2610=1.2%, Fig. 3E) suggests different mechanisms of regulation of PcG target genes at this time. Our hypothesis is that control of gene expression by signaling pathways and transcription factor networks (McGinnis and Tickle, 2005) is a robust mechanism and can be maintained until 1 dpf in absence of repression by PcG complexes. At 1 dpf, in absence of PcG-mediated repression, the first derepressed genes will be the genes subjected to the most fine-tuned transcriptional control, such as genes controlled by precise morphogen gradients. For example, it has been shown that PRC2 attenuates expression of genes controlled by retinoic acid signaling (Laursen et al., 2013; Zhang et al., 2014). In vertebrates, and most particularly zebrafish, retinoic acid signaling is responsible for induction of formation of, among others, the forelimb field (Cunningham et al., 2013; Grandel and Brand, 2011), dorsoventral patterning of eyes (Lupo et al., 2005; Marsh-Armstrong et al., 1994), hindbrain patterning (Maves and Kimmel, 2005), Hox gene expression (White et al., 2007) and the development of other organs (Samarut et al., 2015). All these processes are affected in *MZezh2* mutant embryos at 24 hpf and onwards, and, therefore, could be explained by a defect in the response to retinoic acid signaling.

Spatial analysis of gene expression revealed different effects on gene expression patterns caused by loss of Ezh2. Anterior-posterior specific RT-qPCR showed that Hox genes become abnormally expressed in the anterior half of the *MZezh2* mutant embryos, whereas expression levels in the posterior half remain unchanged. These results are supported by previous studies showing ectopic expression of Hox genes in PRC1 and PRC2 zebrafish mutants (San et al., 2016; van der Velden et al., 2012), but also in other animal models (Kennison, 1995). Other transcription factors, such as the Tbx gene family members, showed more diverse patterns of dysregulation compared with Hox genes. *In situ* hybridization and RT-qPCR showed that, among the Tbx genes examined, some were overexpressed outside their normal expression domains (*tbx2a*, *tbx3a* and *tbx5a*), whereas others were also ubiquitously upregulated (*tbx3a* and *tbx5a*). The case of eye patterning is a good example of the defect in control of gene expression pattern in *MZezh2* mutant embryos. In wild-type embryos, at 24 hpf, Tbx genes are expressed in the dorsal part of the eye, whereas *isl1* is expressed in the ventral part. Upon loss of Ezh2, our *in situ* hybridization results showed that the expression of the Tbx genes expands to the whole eye, whereas *isl1* disappears from the ventral region. We conclude that Polycomb-mediated repression is therefore responsible for maintenance of expression domains rather than control of expression levels at this time of development in the zebrafish embryo.

Expression analysis by *in situ* hybridization for Hox and Tbx genes as well as for *isl1* also showed loss of expression in specific structures in *MZezh2* mutant embryos. We reasoned that the absence of expression of Hox and Tbx genes in the fin bud is due to the absence of this structure in *MZezh2* mutants (San et al., 2016). The same phenomenon, absence of specific structures, could explain the lack of detection of *tbx2b* and *isl1* in pharyngeal arches, pronephros and lateral line ganglions. The case of *gsc* expression is more striking, as its normal expression pattern is totally abolished and a diffuse expression pattern is detected. The *gsc* gene is known to be expressed in the Spemann organizer during gastrulation and therefore all cells will transiently express *gsc* when undergoing gastrulation (Joubin and Stern, 1999; Stachel et al., 1993). In absence of Ezh2, *gsc* expression could remain active in all cells after leaving the Spemann organizer, leading to a diffuse expression pattern and impaired tissue-specific expression in 24 hpf *MZezh2* mutant embryos.

To conclude, our results show that major characteristics of PcG-mediated repression are conserved in zebrafish, including canonical recruitment or PcG complexes and their function in maintenance of pre-established gene expression patterns. Our use of a mutant depleted of both maternal and zygotic contribution of Ezh2 also reveals that no PRC2-independent recruitment of PRC1 occurs at this stage of development. Finally, we demonstrate that early embryonic development, including germ layer formation and cell fate specification, is independent of PcG-mediated gene repression until axes are formed and organs specified. PcG-mediated gene repression is then required to control precise spatial restricted expression of specific transcription factors. We hypothesize that subtle changes in expression of these important genes subsequently will lead to progressive and accumulating changes in gene network regulation, and result in loss of tissue identity maintenance.

This surprising result highlights the fact that, despite the conservation of PcG-mediated repression mechanisms during evolution, the time frame within which PcG repression is required for proper development may vary greatly between species. Studying the PcG repression in additional species would improve our understanding of the importance of PcG biology during development.

## MATERIALS AND METHODS

### Zebrafish genetics and strains

Zebrafish (*Danio rerio*), were housed according to standard conditions (Westerfield, 2000) and staged according to Kimmel et al. (1995). The *ezh2* nonsense mutant (*hu5670*) (San et al., 2016), *Tg (H2A::GFP)* (Pauls et al., 2001) and *Tg (vas::eGFP)* (Krøvel and Olsen, 2002) zebrafish lines have been described before. Genotyping of the *ezh2* allele was performed as previously described (San et al., 2016) with following adaptations: different primer pairs were used for PCR and nested PCR (Table S2), of which the restriction profile is shown on Fig. S2D. All experiments were carried out in accordance with animal welfare laws, guidelines and policies, and were approved by the Radboud University Animal Experiments Committee.

### Germ cell transplantation

Germ cell transplantation was performed as described previously (San et al., 2016). For all experiments below, *ezh2* germline mutant females were crossed with *ezh2* germline mutant males to obtain 100% *MZezh2* mutant progeny. The germline wild-type sibling males and females obtained during transplantation were used to obtain 100% wild-type progeny with similar genetic background and are referred to as wild type. The embryos used were all from the first generation after germline transplantation.

### Western blotting

At 3.3 hpf, 50 embryos were collected, resuspended in in 500 µl ½ Ringer solution (55 mM NaCl, 1.8 mM KCl, 1.25 mM NaHCO_3_) and forced through a 21 G needle and a cell strainer in order to remove the chorion and disrupt the yolk. At 24 hpf, 20 embryos were collected and resuspended by thorough pipetting in 500 µl ½ Ringer solution in order to disrupt the yolk. The samples of 3.3 and 24 hpf were centrifuged for 5 min at 3500 ***g*** at 4°C and washed two additional times with 500 µl ½ Ringer solution. The embryo pellet was frozen in liquid nitrogen and stored at −80°C. Whole-protein extraction was performed by adding 40 µl of RIPA buffer [100 mM Tris-HCl (pH 8), 300 mM NaCl, 2% NP-40, 1% sodium deoxycholate, 0.2% SDS, 20% glycerol, 1× cOmplete EDTA-free Protease Inhibitor cocktails from Sigma] and sonication for two cycles of 15 s ON and 15 s OFF on medium power at 4°C on a PicoBioruptor (Diagenode). After 10 min incubation at 4°C, embryo lysates were centrifuged for 12 min at 16,000 ***g*** at 4°C and supernatant was transferred in a new tube. Protein (20 µg) was mixed with SDS containing sample loading buffer, denatured at 95°C for 5 min and analyzed by Western blot analysis. Antibodies used for immunoblotting are described in Table S3 HRP-conjugated anti-rabbit secondary antibody was used (Table S3) and protein detection was performed with ECL Select Western Blotting Detection Reagent (GE Healthcare, RPN2235) on an ImageQuant LAS 4000 (GE Healthcare). The anti-H2A western blot was performed on histone extracts, obtained according to van der Velden et al. (2012), and detected on X-ray film. Full uncropped blots used for Fig. 1B and Fig. S2C are available in Figs S1 and S4, respectively.

### ChIP-sequencing

For chromatin preparation, embryos from a germline mutant or germline wild-type incross were collected at 24 hpf and processed per batches of 300 embryos. Embryos were first dechorionated by pronase (0.6 µg/µl) treatment and then extensively washed with E3 medium. Subsequently, embryos were fixed in 1% PFA (EMS, 15710) for 15 min at room temperature and fixation was terminated by adding 0.125 M glycine and washing three times in ice-cold PBS. Yolk from fixed embryos was disrupted by pipetting the fixed embryos 10 times with a 1 ml tip in 600 µl of ½ Ringer solution (55 mM NaCl, 1.8 mM KCl, 1.25 mM NaHCO_3_) and incubated for 5 min at 4°C on a rotating wheel. Embryos were pelleted by centrifuging 30 s at 300 ***g*** and the supernatant was removed. De-yolked embryos were resuspended in 600 µl sonication buffer [20 mM Tris-HCl (pH 7.5), 70 mM KCl, 1 mM EDTA, 10% glycerol, 0.125% NP40, 1× cOmplete EDTA-free Protease Inhibitor cocktails from Sigma] and homogenized with a Dounce homogenizer (six strokes with pestle A, followed by six strokes with pestle B). Homogenates were sonicated for 6 cycles of 30 s ON/30 s OFF on a PicoBioruptor (Diagenode), centrifuged for 10 min at 16,000 ***g*** at 4°C, and the supernatant containing the chromatin was stored at −80°C. Supernatant (20 µl) was subjected to phenol-chloroform extraction and run on an agarose gel to verify that a proper chromatin size of 200-400 bp was obtained.

For ChIP, 100 µl of chromatin preparation (corresponding to 50 embryos) was mixed with 100 µl IP-buffer [50 mM Tris-HCl (pH 7.5), 100 mM NaCl, 2 mM EDTA, 1% NP-40, 1× cOmplete EDTA-free Protease Inhibitor cocktails from Sigma] and antibody (for details on antibodies used, see Table S3) and incubated overnight at 4°C on a rotating wheel. When relevant, *Drosophila* chromatin and anti-H2Av were used according to manufacturer's instructions (Active Motif, 53093 and 61686). For immunoprecipitation, 20 µl of protein G magnetic beads (Invitrogen, 1003D) were washed in IP buffer and then incubated with the chromatin mix for 2 h at 4°C on a rotating wheel. Samples were washed in 500 µl washing buffer 1 (IP-buffer+0.1% sodium deoxycholate), followed by washing in washing buffer 2 (washing buffer 1+400 mM NaCl), washing buffer 3 (washing buffer 1+250 mM LiCl), washing buffer 1 and a final wash in 250 µl of TE buffer. All washes were 5 min at 4°C on a rotating wheel. Chromatin was eluted from the beads by incubation in 100 µl of elution buffer [50 mM NaHCO_3_ (pH 8.8), 1% SDS] for 15 min at 65°C at 900 rpm in a thermomixer. The supernatant was transferred in a clean 1.5 ml tube. Elution was repeated a second time and both supernatants were pooled. The eluate was treated with 0.33 µg/µl RNaseA for 2 h at 37°C. Samples were then decrosslinked by adding 10 µl of 4 M NaCl and 1 µl of 10 mg/ml proteinase K, and incubated overnight at 65°C. DNA was then purified using MinElute Reaction Clean-Up kit (Qiagen, 28204).

DNA (1-5 ng) was used to prepare libraries with the KAPA Hyper Prep Kit (KAPABiosystems, KK8504) and NEXTflex ChIP-Seq Barcodes for Illumina (Bioo Scientific, 514122) followed by paired-end 43 bp sequencing on an Illumina NextSeq500 platform. All ChIP-seq were performed in two biological replicates, except for H3K4me3 in *MZezh2* mutant and wild-type embryos, which were performed in triplicate.

### RNA-sequencing

Ten to 20 manually dechorionated 24 hpf embryos of a germline mutant incross and a germline wild-type incross were homogenized in TRIzol (Ambion, 15596018). For 0 and 3.3 hpf, 20 non-dechorionated embryos were collected and homogenized in Trizol. Subsequently, the Quick RNA microprep kit (Zymo Research, R1051) was used to isolate RNA and treat the samples with DNAseI. Samples were depleted from rRNA using the Ribo-Zero rRNA Removal Kit (Illumina, MRZH11124), followed by fragmentation and cDNA synthesis, and libraries were generated using the KAPA Hyper Prep Kit (KAPABiosystems, KK8504). Sequencing libraries were paired-end sequenced (43 bp read-length) on an Illumina NextSeq500 platform. However, two samples per genotype at 24 hpf were generated with the TruSeq Stranded Total RNA Library Prep Kit with Ribo-Zero (Illumina, RS-122-2201) and single-end sequenced (50 bp read-length) on an Illumina HiSeq 2500. For wild-type and *MZezh2* mutant embryos, six and seven biological replicates were used, respectively.

### Mass spectrometry

At 24 hpf, 50 embryos were collected, dechorionated and resuspended by gently pipetting in 500 µl deyolking buffer (1/2 Ginzburg Fish Ringer without calcium: 55 mM NaCl, 1.8 mM KCl, 1.25 mM NaHCO3, 1× cOmplete EDTA-free Protease Inhibitor cocktail from Sigma) and incubated for 5 min in a Thermomixer at room temperature at 1100 rpm to disrupt the yolk. The samples were then centrifuged for 30 s at 400 ***g*** and the pellet was washed two times in 0.5 ml wash buffer [110 mM NaCl, 3.5 mM KCl, 2.7 mM CaCl_2_, 10 mM Tris/Cl (pH 8.5), 1× cOmplete EDTA-free Protease Inhibitor cocktail from Sigma] for 2 min in a Thermomixer at room temperature and 1100 rpm, followed by 30 s centrifugation at 400 ***g***. Washed pellets were lysed in 100 µl RIPA buffer [50 mM Tris (pH 8.0), 150 mM NaCl, 0.1% SDS, 1% NP-40, 0.5% DOC, 20% glycerol, 1 mM sodium orthovanadate, 1× cOmplete EDTA-free Protease Inhibitor cocktails from Sigma] and sonicated for 2 cycles of 15 s ON and 15 s OFF on full power at 4°C on a Bioruptor (Diagenode). Samples were incubated for 1 h on a rotating wheel at 4°C and centrifuged 10 min at 12,000 ***g*** and 4°C. Supernatant was flash frozen and stored at −80°C. After Bradford analysis, 100 µg protein lysate was used for FASP-SAX as previously described (Wiśniewski et al., 2011). The peptide fractions were separated on an Easy nLC 1000 (Thermo Scientific) connected to a Thermo scientific Orbitrap Fusion Tribrid mass spectrometer. MS and MS/MS spectra were recorded in a top speed modus with a run cycle of 3 s using Higher-energy Collision Dissociation (HCD) fragmentation. The raw mass spectrometry data were analyzed using the MAXQuant software version 1.6.0.1 (Cox and Mann, 2008) with default settings. Data were searched against the *Danio rerio* data base (UniProt June 2017). The experiment was performed with biological triplicates for each condition.

### Bioinformatics analyses

For ChIP-seq analysis, fastq files were aligned to GRCz10 zebrafish genome version using BWA-MEM (version 0.7.10-r789) for paired-end reads (Li and Durbin, 2009). Statistics for all high-throughput sequencing samples generated for this study are presented in Table S4 and Fig. S8. Duplicated and multimapping reads were removed using samtools (Li et al., 2009) version 1.2 and Picard tools (broadinstitute.github.io/picard) version 2.14.1. When spike-in normalization was used, *Drosophila* reads were aligned to dm6 *Drosophila* genome version and a normalization factor was then applied to zebrafish reads according to manufacturer's protocol (Active Motif, 53093 and 61686). MACS2 (Zhang et al., 2008) version 2.1.1 was used to call peaks from each aligned bam files using an Input track from 24 hpf wild-type embryos as control sequence. Peaks separated by less than 1 kb distance were merged, peaks that were called using Input alone were removed from all datasets using bedtools suit version 2.20.1, and the intersection between the replicates for each antibody in each condition was used to define the definitive peak sets. For visualization in heatmaps and genome browser snapshots, fastq files from duplicate ChIP-sequencing were merged, aligned as described above, subsampled to equalized read numbers between wild-type and *MZezh2* mutant conditions for each ChIP, and transformed into bigwig alignment files using bam2bw version 1.25. Peak lists were analyzed using bedtools, and heatmaps were produced using deepTools plotHeatmap (Ramírez et al., 2016) version 2.5.3. Comparison between H3K4me3 peaks in *MZezh2* mutant and wild-type conditions was performed using DiffBind version 2.10.0 on the union between H3K4me3 peaks detected in both conditions.

For RNA-sequencing analysis, read counts per gene were retrieved using GeneCounts quantification method from STAR (Dobin et al., 2013) version 2.4.0 and the GRCz10 zebrafish genome version with Ensembl annotation version 87 as reference. Differential expression analysis was calculated with DESeq2 (Love et al., 2014) version 1.14.1. For proteomics analysis, differential expression of protein between conditions was assessed with DEP (Zhang et al., 2018) version 1.2.0. Gene Ontology analyses on selected genes were performed using DAVID bioinformatics resources (Huang et al., 2009) version 6.8 and anatomical term enrichment was carried out using ZEOGS (Prykhozhij et al., 2013).

### Whole-moun*t in situ* hybridization

Embryos at 24 hpf were dechorionated and fixed overnight at 4°C in 4% PFA in PBST (0.1% Tween), after which they were gradually transferred to 100% methanol. Prior to *in situ* hybridization, embryos were gradually transferred back to PBST and, subsequently, *in situ* hybridization was performed as described previously (Houwing et al., 2007). *In situ* hybridization was performed simultaneously for wild-type and *MZezh2* mutant embryos, with the same probe and chemical mixes, and identical signal development times. The embryos were imaged by light microscopy on a Leica MZFLIII equipped with a DFC450 camera.

### RT-qPCR analyses

Total RNA was isolated using Trizol from 20 flash-frozen dechorionated 24 hpf wild-type and *MZezh2* mutant embryos cut in two with tweezers. Reverse transcription was achieved using Superscript III (Invitrogen, 18080093) and poly-dT primers. Standard qPCR using SYBR Green (iQ SYBR Green Supermix, BioRad, 1708880) was performed using the primers shown in Table S2. Relative expression was calculated based on expression of the housekeeping gene β-actin. Comparable results were obtained using *eif1a* as reference gene (Fig. S9). Calculations were based on at least three independent replicates for both conditions.

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

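The values came from the processed files that the authors made for 2 assays, ChIP-seq at 24 hpf and RNA-seq at 0, 3.3 and 24 hpf, in wild-type and MZezh2 mutant zebrafish embryos. ChIP-seq covered Ezh2, H3K27me3 and Rnf2 with 2 replicates per genotype and H3K4me3 with 3. RNA-seq covered 5 wild-type and 6 mutant libraries at 0 hpf, 5 and 7 at 3.3 hpf, and 6 and 7 at 24 hpf.

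For ChIP-seq, the authors mapped the reads to GRCz10 with BWA-MEM, removed duplicate and multimapping reads, and called broad peaks with MACS2 in each replicate against input DNA of wild-type embryos. As the authors deposited them, the lists hold the position of each peak with the score, fold enrichment over input, -log10 p and -log10 q that MACS2 calculated. They are not merged or intersected. They give no depth, and the sequencing statistics in the paper's supplement were not used, so no precision per peak was derived. The paper's removal of peaks called on the input alone, its coverage analyses and its differential binding analysis need reads and were not repeated. By the sample labels, the input came from strain AB and the ChIP libraries from a TU/TLF background. For RNA-seq, the authors mapped the reads with STAR, whose gene counts give an unstranded, a sense and a reverse column. The values are raw counts of uniquely mapped reads for 32266 genes, without normalization. The unstranded column was the main choice. Library kits were not told apart.

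Peaks were processed in Python 3.11.15 with bedtools 2.31.1. In each replicate, peaks less than 1 kb apart were merged, and the merged lists were intersected with at least 1 bp in common. Overlaps between sets were counted as peaks with at least 1 bp in common and compared with 1000 circular shifts of one set along each chromosome (two-sided). H3K4me3 peaks found in all replicates of one genotype and in no replicate of the other were compared with the shared peaks by Fisher's exact test (two-sided, scipy 1.17.1), counting an Ezh2 or H3K27me3 peak within 1 kb. Confidence intervals for shares are Wilson intervals at 95% and cover counting error only, as do the floors below. Peak positions at the loci of Fig. 2E were taken from windows read off the scale of that figure.

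Counts were tested in R 4.3.3 with edgeR 4.0.16. Each time point was fitted on its own, with genotype as the only term, TMM normalization, the filter of filterByExpr and robust estimation. The test was edgeR's quasi-likelihood F test (two-sided) with Benjamini-Hochberg adjustment over the genes tested: 16489 genes at 0 hpf, 16897 at 3.3 hpf and 18806 at 24 hpf. A call needs an adjusted p below 0.05 and a log2 fold change of at least 1 in size. CPM values are scaled by TMM and given as mean ± SD. A fold change against libraries that all had a count of 0 is a lower bound, set against a floor of 3 counts. Differences between time points were tested as an interaction of genotype and time. Hox genes were compared with all other tested genes by Fisher's exact test (two-sided), and shared upregulated genes by Fisher's exact test (one-sided). DESeq2 1.42.0 served as an alternative, with shrunken fold changes, the default of the version that the paper names, and without shrinkage.

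Counts on genes per library ranged from 5410065 to 24041447 at 0 hpf, from 8126614 to 23479855 at 3.3 hpf and from 2736282 to 23394029 at 24 hpf. Of all reads, 4.80 to 75.2% were unmapped, 1.64 to 27.5% mapped to several places, 1.77 to 28.6% fell outside genes and 0.557 to 2.86% were ambiguous, and these stayed out of library sizes and tests. The tests were tried on simulated counts of the same depth. Their spread followed the fitted trend with abundance, without batches or a spread of each gene's own. Of genes given a log2 change of 2, 73.1% were called at 0 hpf, 74.9% at 3.3 hpf and 99.0% at 24 hpf, with 8, 3 and 8 false calls. The interaction test found 43.9% of such differences between 0 and 3.3 hpf and 58.5% between 3.3 and 24 hpf. On simulated peaks with 80% planted overlap, 80.3% was found; with none planted, it was 1.50%, against 1.42% under the shifts.

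The genes named in the text were fixed by a rule. They are the genes that the paper's text names for these assays, the genes labelled in Fig. 3A, and per time point the 5 upregulated and 5 downregulated genes with the largest fitted change among those whose groups did not overlap and that have a symbol. Symbols are written as in the gene table, where some are in capitals. Gene coordinates on GRCz10 were not used here, so genes were not joined to peaks. The position of a gene relative to ezh2 comes from the order of genes in the count files; of 61 neighbours found in a table of RefSeq genes, 60 lay within 100 genes of ezh2 there as well.

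At 0 hpf, the replicate numbers paired the libraries of both genotypes: the deviations of same-numbered libraries from their group means correlated across genes, with r from 0.120 to 0.643 over the 5 pairs. The first principal component separated replicates 1 and 2 from the later libraries at 0 and 3.3 hpf; at 24 hpf, replicate 3 of both genotypes lay with them. Batches seen in the counts were therefore used in alternative fits: replicates 1 and 2, the later libraries with over 5% of counts on the antisense strand, and the rest. Alternatives covered the normalization (RLE or total counts), the filter (none, or a mean of at least 1 CPM), the stranded column, the replicate number as a block, the batch as a covariate or a single batch, 1 fit over all time points, an adjusted p below 0.01, DESeq2, and leaving out each library. For peaks they covered no merging, an overlap of at least 50% of the shorter peak, peaks with a score above the median of their list, the peaks of replicate 1, a common q limit for Ezh2, and leaving out each replicate. For each comparison of genotypes, up to 100 splits of the libraries into groups of the same sizes were fitted, the real one included.

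Marker lists were written before their test: 100 transcripts abundant in wild-type embryos at 24 hpf and nearly absent (below 0.1 CPM) from earlier wild-type embryos, chosen per early time point by a rule, and lists of globin genes near hbaa1, of embryonic globin genes and of other erythroid genes. The tested globin genes near hbaa1 are also those named for the largest rise at 24 hpf, so their own rise tests nothing. Proteome, RT-qPCR, in situ and gene ontology results were not analysed here.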

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

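The fits of the interaction with the batch as a covariate or with total counts, and the tests of strands at ezh2 and ezh1, of the Rnf2 peaks in mutants, of depth in mutant replicate 3 at 24 hpf and of abundant genes in wild-type replicate 2 at 24 hpf were chosen only after the results were seen.

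A library was taken as lying far from its group where its gap to the nearest other library passed Dixon's critical value at 95%. Chance passes it in about 1 of 20 groups. It was passed in 4 of 54 groups of library measures (7.41%) and in 9 of 123 groups of named genes (7.32%), so single cases below are near what chance gives.

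Antisense counts made up 10.8% of the counts in mutant replicate 4 at 0 hpf, against 1.48 to 2.50% in the other mutants, and 6.27% in wild-type replicate 3 at 24 hpf, against 1.73 to 2.55%. Other mutant libraries at 3.3 and 24 hpf had up to 18.8 and 10.1%, so these libraries were treated as a batch. The cause of the antisense counts was not tested. A difference in library preparation stays open, and no biological explanation was tested.

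The TMM factor of wild-type replicate 2 at 24 hpf was 0.832, against 0.984 to 1.02 in the other wild-type libraries. Without the 10 most abundant genes of each library it was still 0.879, against 0.949 to 1.03, which argues against those genes as the whole cause. Other differences in composition stay open, and no biological explanation was tested.

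In mutant replicate 3 at 24 hpf, 22322 genes had a count, against 25104 to 26477 in the other mutants. This library had the fewest counts. With the others thinned to its total, they had counts for 22258 to 23695 genes, so lower depth is a candidate explanation. The same library had the lowest actb1, at 1767 CPM, against 2872 to 4055 CPM. Depth was not tested for this gene, and no biological explanation was tested.

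For ezh1, mutant replicate 5 at 24 hpf had 226 CPM, against 3.28 to 8.33 CPM in the other mutants, and mutant replicate 7 at 3.3 hpf had 544 CPM, against 2.64 to 14.3 CPM. In these libraries, 50.6 and 50.8% of the ezh1 counts lay on the antisense strand. DNA that carries an ezh1 sequence is a candidate explanation for both. Wild-type libraries had such counts too, with 50.4% in replicate 3 at 0 hpf. Transcription of both strands in these embryos stays open as untested.

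Other genes with a single library far from its group were hoxa13b, tbx2a, pax1b and shox. For hoxa13b, mutant replicate 1 had 0.173 CPM at 0 hpf, against 4.09 to 8.42, and 0.389 CPM at 3.3 hpf, against 3.48 to 7.43. For tbx2a, mutant replicate 2 had 7.62 CPM at 0 hpf, against 0.639 to 1.68, and 6.69 CPM at 3.3 hpf, against 0.947 to 2.16. So the same replicate number deviated at both early times. A shared origin of these embryos, or a variant carried by their parents, stays open as untested. For pax1b, wild-type replicate 3 had 1.3 CPM at 0 hpf, against 4.55 to 6.78; without it, pax1b was not called, at a log2 fold change of 1.48. For shox, wild-type replicate 3 had 0.324 CPM at 24 hpf, against 1.49 to 2.29; without it, shox was still called, at 1.76. No technical explanation was tested for these 4 genes.

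The effect of the genotype differed between 3.3 and 24 hpf for 1437 of 21212 genes (interaction in edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p below 0.05). Of 100 relabellings of the genotype within each time point, the real one included, 1 gave as many genes. The largest count in another was 917, and the median 0. The count was 1467 with RLE, 1512 with total counts, 1359 with genes of at least 1 CPM, 1405 with the replicate block and 1830 with the batch as a covariate, so neither the scaling nor the batches account for it. Of 53 named genes tested, 25 passed, with the highest adjusted p at 0.0478. The signed log2 fold change was lower at 24 hpf for 17 and higher for 8. A change of the effect of Ezh2 with developmental time stays open as a biological hypothesis, as does a change in the mixture of cells, and neither was tested. The interaction does not tell which genotype changed its level. Of 994 genes upregulated at 3.3 hpf, 545 were below 1 CPM in wild-type embryos then. At 24 hpf, 882 had at least 1 CPM in wild-type embryos, and a rise there can lower a fold change by itself. The maternal load that the paper proposes for the early excess stays open too.

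Among the genes named from 24 hpf and from the paper, the difference in log2 fold change (24 hpf minus 3.3 hpf) was -2.94 for hoxa11b, -3.78 for tbx3a, -4.00 for tbx5a, -3.19 for shox, -3.42 for trh, -2.68 for aldh1a3 and -3.02 for cyp26b1. It was 2.35 for gsc, 1.89 for bmi1a and 1.43 for cbx8a. At 24 hpf, trh, aldh1a3 and cyp26b1 were downregulated, and at 3.3 hpf alone they had too few counts to be tested. The call of aldh1a3 at 24 hpf was lost without wild-type replicate 5 (log2 fold change -1.67) or mutant replicate 6 (-1.72).

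Among the genes with the largest changes at 3.3 hpf, the difference was -7.63 for si:dkeyp-11e3.1, -7.22 for ENSDARG00000093345, -7.08 for ghrhrb, -7.08 for CCND2 and -6.70 for popdc3. No wild-type library at 3.3 hpf had a count for ENSDARG00000093345, ghrhrb or popdc3, so their fitted values are no bounds. For genes that fell at 3.3 hpf it was 2.85 for zgc:113691, 2.48 for ankrd13d, 2.77 for stag3 and 1.98 for ASAH1. For genes named from 0 hpf it was -4.84 for galr1b, -3.76 for tmem151a, -4.58 for prlrb, -2.67 for itgb7, -5.07 for hmga2 and 1.54 for gpx8.

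Counts on the antisense strand, which the paper does not report, were frequent at ezh2 in the batch with few antisense counts elsewhere. Relative to library size the genotypes overlapped at 24 hpf (41.3 to 47.0 CPM in wild-type embryos and 33.1 to 52.5 CPM in mutants) and at 3.3 hpf (46.4 to 131 and 97.0 to 122 CPM). At 0 hpf these counts were higher in mutants (66.6 to 78.4 and 130 to 185 CPM). In the 9 mutant libraries of the batch with few antisense counts, 46.7% of the ezh2 counts lay on the antisense strand, from 30.8 to 50.2% per library. In wild-type libraries of this batch the share was at most 26.4%, beside more sense counts. It was at most 7.43% in replicates 1 and 2, and in the 5 mutant libraries of the batch with many antisense counts 4.94 to 24.1%. The median gene of the 9 libraries had at most 0.600% on the antisense strand, which argues against a loss of strand specificity. Mislabelled samples are argued against as well: after subtraction of antisense from sense counts, 0 of the 9 lay within the wild-type range of ezh2. Wild-type RNA mixed into these samples would not bring an antisense share above that of wild-type libraries, so the lowest share, 30.8%, argues against it as the source of the antisense counts. In 3 of the 9 the difference was above that of mutants of the other batches. Replicate 6 at 24 hpf had 41.3 CPM (33.8% of the wild-type mean), against 29.9 to 39.5 CPM in those mutants. Replicate 3 had 10.6 CPM at 0 hpf and 10.3 CPM at 3.3 hpf, against at least 194 and 228 CPM in wild-type embryos. A small amount of wild-type RNA in these 3 stays open. DNA that carries an ezh2 sequence is a candidate explanation for the antisense counts. In this batch, 28 genes, ezh1 among them, had counts on both strands in at least 1 library. Antisense transcription at ezh2 in embryos of this batch stays open as untested. By sense minus antisense counts, ezh2 was lower in the mutants than in any wild-type library in 7 of 7 libraries at 24 hpf, 7 of 7 at 3.3 hpf and 6 of 6 at 0 hpf (exact permutation tests, two-sided p = 0.000583, 0.00126 and 0.00216).

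The paper regards its own few remaining Rnf2 peaks in mutants as most probably artefacts. Here, mutant Rnf2 peaks lay on wild-type Ezh2 or H3K27me3 peaks at 21 of 59 positions (35.6%), against 0.698% under shifts. Positions also listed with the Ezh2 or H3K27me3 antibody in mutants were left out. Rnf2 remaining at Polycomb sites is a candidate explanation. Of the 59, 11 (18.6%) lay on mutant H3K4me3 peaks, against 0.707% under shifts, so enrichment at open chromatin stays open. Repeats, which were not tested, stay open too. Peaks called on the input alone, which the paper removed, were still included here, so they also stay open as an explanation.

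The globin genes nearest to hbaa1 and hbaa2, which the paper does not discuss, were upregulated at 24 hpf: 5 of 5 tested, with a median log2 fold change of 5.42 (5.50 with total counts) and a range from 4.01 to 6.44. These 5 are the same genes that were named for the largest rise at 24 hpf. Their count and median therefore describe that choice and test nothing. The call of HBE1 (ENSDARG00000069734) was lost without wild-type replicate 2, at 4.03. More blood cells in the mutants would raise the embryonic globin genes too. Of these, 0 of 8 were upregulated and 1 had a positive log2 fold change, the largest being 0.17 (0.25 with total counts) and the median -0.21 (-0.12 with total counts), although hbbe3 stood at 611 CPM and hbae3 at 414 CPM in wild-type embryos. Of 11 other erythroid genes, 0 were upregulated and 2 positive, with a median of -0.14 (-0.07 with total counts) and 0.57 as the largest. This argues against more blood cells. A loss of repression at these globin genes stays open as a biological hypothesis, not tested here.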

How the results depend on the processing

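The fits with the library batch as a covariate, the interactions with total counts, the fits within a batch, the count of Hox genes with total counts or RLE, and the common q limit for Ezh2 were chosen only after the results were seen; the other alternatives were set before the data were examined.

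Of 27 comparisons with 255 alternatives, 176 alternatives gave the same result, and 5 comparisons (18 alternatives) were the same under all. For 73 single-gene results with 1277 alternatives, judged by direction and adjusted p, 1227 were the same, 26 weaker, 7 stronger and 17 reversed. The cause of a change was not tested unless stated.

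At 24 hpf, the 42 upregulated genes became 77 with DESeq2 without shrinkage and 17 in a single fit over all time points. With the batch as a covariate they became 112, within replicates 1 and 2 they became 21 and within the batch with few antisense counts 75. Leaving out a library gave 33 to 44. The 19 downregulated genes became 59 with DESeq2 without shrinkage, 2 in the single fit, 10 at an adjusted p below 0.01, 62 with the batch as a covariate, 9 within replicates 1 and 2 and 53 within the batch with few antisense counts. Leaving out a library gave 10 to 26, with 10 without wild-type replicate 5, 11 without mutant replicate 1, and 12 without mutant replicate 4 or 6.

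At 3.3 hpf, the 994 upregulated genes became 1868 and 1863 with DESeq2 with and without shrinkage, 2040 in the single fit, 577 at an adjusted p below 0.01, 162 within replicates 1 and 2 and 422 within the batch with few antisense counts. Leaving out a library gave 790 to 1017. The 30 downregulated genes became 82 and 88 with DESeq2, 101 in the single fit, 11 at an adjusted p below 0.01, and 12 and 14 within the batches. Leaving out a library gave 17 (without mutant replicate 4) to 53 (without mutant replicate 1).

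At 0 hpf, the 999 upregulated genes became 2023 and 2047 with DESeq2, 2498 in the single fit, 494 at an adjusted p below 0.01, and 1558 and 393 within the batches. Leaving out a library gave 685 to 974. The 28 downregulated genes became 69 and 73 with DESeq2, 106 in the single fit, 6 at an adjusted p below 0.01, 48 with the batch as a covariate, and 299 and 52 within the batches. Leaving out a library gave 13 to 39, with 13 without wild-type replicate 2, 15 without wild-type replicate 1, and 16 without mutant replicate 3 or 4. The 715 genes upregulated at both early times became 1383 with DESeq2 with shrinkage.

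With the replicate block, 975 genes were upregulated at 0 hpf, 826 of them among the 999, and 42 were downregulated, 18 of them among the 28. At 24 hpf 38 genes were downregulated with the block, and 58 at 3.3 hpf. At these later times the numbers did not pair every library. The correlation of the deviations of same-numbered libraries from their group means was -0.04 for replicate 4 at 24 hpf (0.510 to 0.798 for the others) and 0.02 for replicate 5 at 3.3 hpf (0.164 to 0.596).

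Keeping only peaks with a MACS2 score above the median of their list lowered the counts by construction: Ezh2 in wild-type embryos from 1000 to 515, H3K27me3 from 3548 to 1849 in wild-type embryos and from 218 to 124 in mutants, Rnf2 from 865 to 456 and from 93 to 42, H3K4me3 from 10650 to 4777 and from 10188 to 4825, and shared H3K4me3 peaks from 9620 to 3923. The share of wild-type-specific H3K4me3 peaks near a Polycomb peak reversed, from 63.6 to 0%, with 0 of 13 peaks. With the common q limit, 385 Ezh2 peaks were left in wild-type embryos.

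Using fewer replicates raised the counts by construction. The ranges were 1878 to 3570 (wild-type) and 21 to 630 (mutant) for Ezh2, 4619 to 6266 and 236 to 637 for H3K27me3, 909 to 18419 and 347 to 602 for Rnf2, and 10736 to 12117 and 10253 to 13499 for H3K4me3, with 9652 to 11806 shared. The highest were without replicate 2 for wild-type Ezh2, H3K27me3 and Rnf2 and for mutant Rnf2, and without replicate 1 for mutant Ezh2 and H3K27me3. Overlaps ranged from 51.9 to 59.8% for Ezh2 with H3K27me3 (84.1% in both replicates), 33.4 to 69.9% for Ezh2 with Rnf2 (60.8%), 18.8 to 80.7% for Rnf2 with Ezh2 or H3K27me3 (82.0%), 17.3 to 24.8% for H3K27me3 with Ezh2 (14.9%), 33.0 to 51.6% for mutant-specific H3K4me3 with a Polycomb peak (68.0%), and 32.9 to 67.2% for wild-type-specific H3K4me3 (63.6%).

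Among single genes, the direction of uncalled genes reversed in some fits. At 24 hpf, ezh1 (0.81) became -0.59 and -1.87 with DESeq2 with and without shrinkage and -0.39 with the replicate block, with -2.0 (without mutant replicate 5) to 1.7 on leaving out a library. With total counts, suz12b became 0.0241 and rnf2 0.0140, and leaving out a library gave -0.0938 to 0.0276 for suz12b (reversed without wild-type replicate 1 or mutant replicate 5) and -0.13 to 0.0583 for rnf2 (reversed without wild-type replicate 2). At 3.3 hpf, ezh1 (2.23) became -0.91 and -1.37 with DESeq2, with -1.33 (without mutant replicate 7) to 4.82 on leaving out a library, and gsc (0.18) ranged from -0.0389 (without wild-type replicate 2) to 1.04, and was -0.02 without wild-type replicate 1 or 4. At 0 hpf, ezh1 (-1.58) became 0.81 with the replicate block and ranged from -2.20 to 1.62 (without wild-type replicate 3).

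A call lost only by the size of the fold change counts as the same here, as for hoxa9a at 24 hpf with shrunken fold changes in DESeq2. By the adjusted p, calls were lost in 26 alternatives. Of these, 24 came on leaving out a library: HBE1 and aldh1a3 at 24 hpf, and gsc, pax1b and FUT9 at 0 hpf. HBE1 (ENSDARG00000069734) lost it without wild-type replicate 2 (4.03), and aldh1a3 without wild-type replicate 5 (-1.67) or mutant replicate 6 (-1.72). On leaving out a library, gsc kept its call only without wild-type replicate 5 or mutant replicate 3 and stood at 1.52 to 1.81 in the 9 other fits. pax1b kept it only without mutant replicate 3 or 5 and stood at 1.38 to 1.85 in the 9 others. FUT9 lost it without wild-type replicate 1 (-1.87) or 2 (-1.94) or mutant replicate 6 (-1.90) and with the replicate block (-2.07), and hoxa11b at 3.3 hpf with the replicate block (3.18). The adjusted p limit was newly passed by ezh2 at 24 hpf (DESeq2 -0.87, which is below 1 in size, and -1.29, stranded column -1.51, replicate block -1.55) and by pax1b at 3.3 hpf (DESeq2 1.54 and 1.77, and 2.75 without wild-type replicate 1).

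With RLE, 73 of 73 genes were the same. With total counts 71 were the same, with the stranded column 70 of 71, with the replicate block 68, and with DESeq2 69 with and 69 without shrinkage. These counts cover only these settings and leaving out a library. Of the 42 genes upregulated at 24 hpf, 12 kept the call in the single fit, 9 within replicates 1 and 2 and 32 within the batch with few antisense counts. With total counts, 77% of the called genes at 24 hpf were upregulated, against 68.9%.

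A library kit covariate and a fit of paired-end libraries alone were not run, because the kits were not told apart. Tests of genes near peaks, and correlations of peak breadth with expression, were not run, because no gene coordinates were used.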

Differences from the paper's values

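At 3.3 hpf, 994 genes were upregulated, against the paper's 1859, and 30 downregulated, against the paper's 69. Among the alternatives set before the data were examined, DESeq2 with shrunken fold changes (1868 upregulated, 82 downregulated), DESeq2 without shrinkage (1863 and 88) and 1 fit over the libraries of all time points (2040 and 101) came within 1.5 times of the paper's numbers. For the downregulated genes, the replicate block (58) and the fit without mutant replicate 1 (53) did as well. The other alternatives for normalization, filter, stranded column, threshold and left-out library did not.

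At 0 hpf, 999 genes were upregulated, against the paper's 1936, and 28 downregulated, against the paper's 78. DESeq2 with shrunken fold changes gave 2023 and 69, DESeq2 without shrinkage 2047 and 73, and 1 fit over all time points 2498 and 106. These were the alternatives set before the data were examined that closed the gap; the others left it open.

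In mutant embryos, 10 Ezh2 peaks were found in both replicates, against the paper's 3; 218 H3K27me3 peaks, against the paper's 22; and 93 Rnf2 peaks, against the paper's 14. None of the alternatives set before the data were examined closed these gaps. The nearest values came with peaks scoring above the median of their list, at 8, 124 and 42. The step of removing peaks called on input alone, which the paper's methods name, was not repeated.

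For genes labelled in Fig. 3A, the log2 fold change at 24 hpf was 2.51 for gsc, against about 1.9 in Fig. 3A, read by eye; 1.94 for shox, against about 1.5 in Fig. 3A; and 1.58 for pax1b, against about 1.3 in Fig. 3A. DESeq2 with shrunken fold changes closed these gaps, at 1.83, 1.51 and 1.23. For shox, the fit without wild-type replicate 3 (1.76) did so too, and for pax1b the fits without wild-type replicate 4 (1.53) or 5 (1.48) or mutant replicate 1 (1.50) or 2 (1.48). For hoxb8a, the value was 0.86, against about 1.4 in Fig. 3A, and none of the alternatives set before the data were examined closed the gap.

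The adjusted p (edgeR's quasi-likelihood test, Benjamini-Hochberg) also differed for the Hox genes of Fig. 4, as read from the panels. As -log10 of the adjusted p it was 2.31 for hoxa9a, against about 16 in Fig. 4A, and 4.73 for hoxa9b, against about 85 in Fig. 4B. The adjusted p was 0.843 for hoxa11b, against about 0.26 in Fig. 4C, and 0.714 for hoxa13b, against about 0.24 in Fig. 4D. For hoxa13b, the replicate block came within 1.5 times, at 0.316; no other alternative set before the data were examined closed any of these gaps.

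For the genes of Fig. 5C, the adjusted p by the same test was 0.381 for tbx2a, against about 0.0005 in Fig. 5C; 0.978 for tbx2b, against about 0.024 in Fig. 5C; 0.954 for tbx3a, against about 0.13 in Fig. 5C; and 0.609 for isl1, against about 0.063 in Fig. 5C. As -log10 it was 3.42 for tbx5a, against about 40 in Fig. 5C, and 3.64 for gsc, against about 19 in Fig. 5C. For gsc, DESeq2 came within 1.5 times on that scale, at 14.9 with shrinkage and 13.8 without. No other alternative set before the data were examined closed any of these gaps.

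Fig. 3A draws ezh2 among the downregulated genes. Its log2 fold change was -1.29 with an adjusted p of 0.124, so it was not called; it was lower than in any wild-type library in 6 of 7 mutants. It was called with DESeq2 without shrinkage (-1.29), with the stranded column (-1.51) and with the replicate block (-1.55). With the batch as a covariate (-1.34) and within replicates 1 and 2 (-1.75), fits chosen after seeing the values, it was called too. With shrunken fold changes in DESeq2 the size was below the limit (-0.87).

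The paper describes ezh2 mRNA as entirely lost in the mutants. At 24 hpf, ezh2 counts on the sense strand minus those on the antisense strand averaged 27.6% of the wild-type mean in mutants, and 1.79% at 3.3 hpf and 1.68% at 0 hpf. The paper reports a premature stop codon in this allele, and Western blots without Ezh2 protein in mutants at 3.3 and 24 hpf. These RNA counts do not speak against that loss of protein.

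The paper, citing other studies, states that Ezh1 is not loaded maternally and stays unexpressed until some time past 1 dpf. In replicates 1 and 2 at 24 hpf, whose antisense counts at ezh1 were at most 1, ezh1 had 80 and 56 sense counts in wild-type embryos and 75 and 50 in mutants. At 0 hpf it had 6 and 16 in wild-type embryos and 113 and 211 in mutants. No test was made on these 2 libraries per group.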

Other observations

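The fits with the batch as a covariate or within a batch, the common q limit for Ezh2, the genes beside ezh2, the enrichment that does not depend on the mark and the H3K27me3 positions without a mutant Ezh2 or Rnf2 peak were tests chosen only after the results were seen.

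The libraries of each time point were split at random into groups of the same sizes, 100 times with the real split included. At 24 hpf, 3 of 100 splits gave at least as many upregulated genes as the genotypes and 3 of 100 as many downregulated genes. The other splits, with 723 and 176 genes and with 78 and 150 genes, were the only ones to put the 4 libraries of replicates 1 and 2 together in a group. At 3.3 hpf, 1 of 100 gave as many upregulated and 2 of 100 as many downregulated genes, and at 0 hpf 1 of 100 and 3 of 100. The splits with many downregulated genes, at 543, 129 and 57, also kept replicates 1 and 2 together, but so did 6 other splits at 3.3 hpf with at most 3 called genes and 2 at 0 hpf with 0. The batch of replicates 1 and 2 alone therefore does not account for the large splits at these times. Of 32 splits at 0 hpf that part every pair of replicate numbers, 1, the real one, gave as many upregulated genes, and the next gave 2 genes. Within replicates 1 and 2, the genotypes differed for 21 upregulated and 9 downregulated genes at 24 hpf, 162 and 12 at 3.3 hpf, and 1558 and 299 at 0 hpf.

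At 0 and 3.3 hpf, nearly all changed genes were upregulated. RNA of older embryos in the mutant samples would bring abundant transcripts of 24 hpf embryos. Of 100 such transcripts, nearly absent from early wild-type embryos, the median reached 0.201% of its 24 hpf level in mutants at 0 hpf and 0.0942% at 3.3 hpf, and the highest 4.77 and 2.82%. The most abundant markers were cyt1l at 0 hpf and apoa1a at 3.3 hpf. The upregulated genes with at least 1 CPM in wild-type embryos at 24 hpf (890 at 0 hpf and 882 at 3.3 hpf) reached a median of 52.5 and 50.7% of that level, which argues against RNA of older embryos. Genomic DNA or antisense reads are argued against by the antisense share of the upregulated genes, 1.69% at 0 hpf and 4.60% at 3.3 hpf, near that of all tested genes (1.14 and 3.80%). The scaling did not make the asymmetry: with total counts, 97.9% of the called genes at 0 hpf and 98.2% at 3.3 hpf were upregulated. With the batch as a covariate, 977 of the upregulated genes at 0 hpf, 953 at 3.3 hpf and 42 at 24 hpf were still called, which argues against the batches. A larger load of these transcripts in eggs without Ezh2, as the paper proposes, stays open as a hypothesis; a difference between the parents other than ezh2 was not tested.

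The genotype effect differed between 0 and 3.3 hpf for 0 genes, with 191 at an unadjusted p below 0.05. Chance gives more at this limit where no gene differs, so the test was conservative. Because the real count is 0, the relabellings that gave at least as many are 100 of 100 in any case, and they decide nothing. The test has little to say on single genes, since it found 43.9% of simulated log2 differences of 2.

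At 24 hpf, 4 of 74 genes tested within 50 genes of ezh2 on either side were called (5.41%), against 0.304% elsewhere (Fisher's exact test, two-sided p = 9.73e-05). They were chosen after their values were seen: msrb2, commd3 and bmi1a rose, and cmbl fell by 1.24 on the log2 scale. As many calls were found in 0.603% of windows of that size. At 3.3 hpf, 7 of 65 were called (Fisher's exact test, two-sided p = 0.115), of which 2 fell, against 0.166% elsewhere (Fisher's exact test, two-sided p = 0.00591). These were ENSDARG00000096926 (log2 fold change -2.07) and myd88 (-1.16), each lower in 7 of 7 mutants than in any wild-type library. At 0 hpf, 4 of 65 were called (Fisher's exact test, two-sided p = 1). At 24 hpf and at 0 hpf, 1 gene fell, and the test of fallen genes gave less (Fisher's exact test, two-sided p = 0.0722 and 0.105). As many calls as near ezh2 were found in 10.7% of windows at 3.3 hpf and 42.3% at 0 hpf. Variants linked to the ezh2 allele are a candidate explanation. Loss of repression by Ezh2 in that region predicts that these genes rise, so it does not account for those that fell. For the genes that rose, it cannot be told apart from linked variants, because linked variants allow a rise as well and the genes are few.

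Mutant H3K27me3 peaks had a wild-type Ezh2 or Rnf2 peak at 56.4%, more often than other wild-type H3K27me3 peaks, as residual H3K27me3 at Polycomb sites predicts. But 89.4% also overlapped a peak listed with the Ezh2 or Rnf2 antibody in a mutant replicate, against 3.04% under shifts. With only the peaks found in both mutant replicates, which numbered 10 for Ezh2 and 93 for Rnf2, it was 10.6%, against 0.879%. Enrichment over the input that does not depend on the mark is therefore a candidate explanation for part of them. At the 23 positions without such a mutant peak, 0 had a wild-type Ezh2 or Rnf2 peak. Choosing positions in this way takes out the sites that residual H3K27me3 predicts, so this count decides nothing. The explanations cannot be told apart, because all 123 positions with a wild-type Ezh2 or Rnf2 peak were also listed with another antibody in a mutant replicate. A peak of H3K4me3 from any mutant replicate was present at 79.4% of all 218 mutant H3K27me3 peaks, against 5.43% under shifts. By the sample labels, the input came from another strain than the ChIP libraries, and the effect of this was not tested.

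The mutant Ezh2 lists began at different q values. With the same limit in every list, wild-type embryos had 42.8 times as many Ezh2 peaks as mutants. This argues against a stricter threshold in a mutant list as the cause of the low count. The size of the ratio rests on mutant replicate 1, whose list held 21 peaks. Replicate 2 alone, without this limit, had 1878 merged peaks in wild-type embryos and 630 in mutants.

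Wild-type replicate 1 of Rnf2 had 17756 merged peaks that replicate 2 lacked. Of these, 25.6% lay on wild-type H3K4me3 peaks, against 0.945% under shifts, and 6.48% on H3K27me3 peaks, against 0.741%. Their median fold enrichment was 3.71, against 6.07 for 663 peaks of replicate 1 found in both, of which 21.0% lay on H3K4me3 and 77.7% on H3K27me3. Weak enrichment at active promoters in replicate 1 is a candidate explanation for part of them. A difference in depth between the replicates stays open, since depth was not analysed here.

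Shared H3K4me3 peaks near Polycomb sites gained more width in mutants than other shared peaks in 8 of 9 pairings of replicates. The difference in log2 width ratio was -0.0130 in the lowest, 0.06 in the median and 0.19 in the highest pairing. Between replicates of the same genotype it reached 0.16 in wild-type embryos and 0.05 in mutants. A widening of H3K4me3 at Polycomb sites cannot be told apart from variation between replicates here, because the spread between replicates is as large.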
